# Differential DNA methylation at conserved non-genic elements and evidence for transgenerational inheritance following developmental exposure to mono(2-ethylhexyl) phthalate and 5-azacytidine in zebrafish

**DOI:** 10.1186/s13072-017-0126-4

**Published:** 2017-04-12

**Authors:** Jorke H. Kamstra, Liana Bastos Sales, Peter Aleström, Juliette Legler

**Keywords:** Phthalate, 5-Azacytidine, Epigenetics, DNA methylation, Transgenerational, Zebrafish, Toxicology, Environmental stress

## Abstract

**Background:**

Exposure to environmental stressors during development may lead to latent and transgenerational adverse health effects. To understand the role of DNA methylation in these effects, we used zebrafish as a vertebrate model to investigate heritable changes in DNA methylation following chemical-induced stress during early development. We exposed zebrafish embryos to non-embryotoxic concentrations of the biologically active phthalate metabolite mono(2-ethylhexyl) phthalate (MEHP, 30 µM) and the DNA methyltransferase 1 inhibitor 5-azacytidine (5AC, 10 µM). Direct, latent and transgenerational effects on DNA methylation were assessed using global, genome-wide and locus-specific DNA methylation analyses.

**Results:**

Following direct exposure in zebrafish embryos from 0 to 6 days post-fertilization, genome-wide analysis revealed a multitude of differentially methylated regions, strongly enriched at conserved non-genic elements for both compounds. Pathways involved in adipogenesis were enriched with the putative obesogenic compound MEHP. Exposure to 5AC resulted in enrichment of pathways involved in embryonic development and transgenerational effects on larval body length. Locus-specific methylation analysis of 10 differentially methylated sites revealed six of these loci differentially methylated in sperm sampled from adult zebrafish exposed during development to 5AC, and in first and second generation larvae. With MEHP, consistent changes were found at 2 specific loci in first and second generation larvae.

**Conclusions:**

Our results suggest a functional role for DNA methylation on cis-regulatory conserved elements following developmental exposure to compounds. Effects on these regions are potentially transferred to subsequent generations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0126-4) contains supplementary material, which is available to authorized users.

## Background

Exposure to environmental stressors early in life, such as malnutrition, stress and chemical compounds has been hypothesized to play a role in the latent onset of diseases and adverse effects that may be transferred to subsequent generations [1]. In agreement with this ‘developmental origins of health and disease’ paradigm [2], a plurality of epidemiological and animal studies during the last decade have reported latent and transgenerational effects of developmental exposure to environmental stressors (reviewed in [3–5]). These latent and heritable effects may not be attributed to genetic variation and are suggested to be of an epigenetic nature [6]. DNA methylation and chemical modifications on histone tails are both considered epigenetic marks with high potential to be inherited and could therefore act as the drivers behind latent and transgenerational effects [7].

DNA methylation, by cytosine (mC), is dynamically regulated throughout life, particularly during early development. During mitosis, hemimethylated DNA in daughter cells is remethylated to the state of the mother cell, by maintenance of DNA methyltransferase 1 (DNMT1) [8]. Genome-wide reprogramming of DNA methylation takes place during both early zygotic development and the development of the gametes [8, 9]. From zygote to blastula stage, a wave of genome-wide demethylation ensures a totipotent cell state, followed by remethylation mediated by de novo DNMTs. A second wave of reprogramming follows during primordial germ cell (PGC) development, to ensure a gender-specific methylation state in gametes [10]. Recently, dynamic enhancer methylation during early developmental stages has been observed in vertebrates, linked to many developmental genes [11, 12]. Clearly, during these dynamic periods of epigenetic regulation, environmental stress targeted to the epigenome could potentially affect early embryonic development.

In this study, we used zebrafish as an alternative model to study transgenerational epigenetic inheritance. Zebrafish are a suitable vertebrate model in epigenetic studies, as they harbor similar methylation patterns compared to mammals and show conservation of DNA methylation and other epigenetic pathways [9]. However, there are distinct differences between the methylome of zebrafish and mammals. It is suggested that the paternal genome during zebrafish zygotic development is relatively resistant to demethylation [13], whereas recent research in mice suggests that the paternal genome is actively demethylated [14]. Also, in zebrafish, active developmental enhancers are hypermethylated, which has not been observed in other species [15]. Furthermore, the second wave of DNA methylation reprogramming in PGCs has not been confirmed in zebrafish. However, the methylome of sperm and oocytes in zebrafish differs significantly [16], which suggests that DNA methylation reprogramming events occur in zebrafish PGCs as well. Compared to mammalian models, zebrafish has the advantage that external exposures of eggs directly after fertilization is possible, thereby enabling the inclusion of both reprogramming events during exposures. Exposure of zebrafish embryos directly after fertilization means that the F0 generation is directly exposed, as well as the developing primordial germ cells which will ultimately become the F1. The F2 generation is the first completely unexposed progeny, as opposed to the F3 in mammalian studies [7].

Here, we examined the direct, latent and transgenerational effects of two model compounds with different modes of action on DNA methylation in zebrafish. We used mono(2-ethylhexyl)phthalate (MEHP), a major metabolite of di-2-(ethylhexyl) phthalate (DEHP), a high-volume production plasticizer ubiquitously present in the environment [17]. Developmental DEHP exposure has been associated with many health effects, such as reproductive toxicity, obesity and dyslipidemia [18–20], and its use in food contact materials, baby products and toys has been restricted in the European Union, although it is still allowed in electronic devices and medical equipment [21]. DEHP is rapidly metabolized to monophthalates, such as MEHP, and the toxicity of DEHP is considered to be mediated by MEHP rather than the parent compound [20]. Several studies have shown latent and transgenerational effects on DNA methylation in different tissues following in utero DEHP exposures in different rodent models, as a pure compound or in a mixture with other plasticizers [22–26]. One of these studies has shown an obese phenotype in rat offspring and linked differentially methylated regions (DMRs) to an obesity-related gene network [23]. In our study, we exposed zebrafish during early life stages (0–6 dpf) to the active metabolite MEHP, as gut and liver mediated metabolism of DEHP during these early stages may be limited. Furthermore, we exposed embryos to 5-azacytidine (5AC), a DNA methylation inhibitor used in the treatment of myelodysplastic syndrome and acute myeloid leukemia [27]. During the cell cycle, 5AC incorporates into DNA, irreversibly binds to and inactivates DNMT1, resulting in genome-wide hypomethylation [28]. As the hypomethylating properties of 5AC have been previously observed in zebrafish [29], we used this compound as a positive control, and as a proof of principle of transgenerational epigenetic inheritance following chemical exposure. To our knowledge, no previous studies assessing the transgenerational effects of early exposures to 5AC on the methylome have been carried out.

In this study, we assessed direct, latent and transgenerational effects of MEHP and 5AC using three different approaches. We analyzed global 5-hydroxymethyl-2′-deoxycytidine and 5-methyl-2′-deoxycytidine (hmC and mC) levels, genome-wide, and loci-specific mC levels, with liquid chromatography–tandem mass spectrometry (LC/MS), reduced representation bisulfite sequencing (RRBS) and amplicon bisulfite high-throughput sequencing (BisPCR2), respectively. Our data indicate genome-wide effects on DNA methylation following developmental exposure to both MEHP and 5AC on a multitude of loci, which were associated with specific biological pathways and enriched at conserved non-genic elements. A subset of DMRs were transgenerationally inherited in F2 larvae following both MEHP and 5AC exposures.

## Results

### Quality control

To assess whether developmental exposures to MEHP and 5AC altered mC and hmC at global levels, we used LC/MS analysis based on a method we recently developed [29]. Using internal standards to account for inter and intra experimental variation, we observed excellent reproducibility between experiments. Quality control DNA showed a relative standard deviation of 1.27 and 0.81% for hmC and mC, respectively (data not shown).

For RRBS analysis, we used a mapping pipeline specifically designed for RRBS data, developed by the Babraham Institute (Trim_galore and Bismark [30]). 

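RRBS reads methylation at CpG-rich fragments of the genome after bisulfite conversion. It was performed on 15 samples of 6 dpf F0 larvae, 5 of DMSO controls, 5 exposed to 30 µM MEHP and 5 exposed to 10 µM 5AC. The authors trimmed the reads with Trim Galore (0.4.0), aligned them to GRCz10 with Bismark (0.14.5) and compared each exposed group with the controls in methylKit (0.9.2). From this the authors' deposited table for each compound lists the 300-bp tiles with a q value under 0.01 and a difference in methylation over 10 percentage points. Another table lists single CpGs (DMCs), which the authors tested separately in SeqMonk by logistic regression. The number of tiles tested and the zfCNEs are the paper's (Additional file 1: Table 2, Additional files 3 and 4). Methylation per sample was not used here, so the depth behind each tile is unknown beyond the paper's minimum, and no error between replicates can be given. Here the listed tiles were counted by direction, matched between the compounds and with the BisPCR2 loci by position, and tested for overlap with zfCNEs by a hypergeometric test.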

Using this pipeline, we were able to map around 59% of the sequences, generating an average of 444,855 analyzed Cs in CpG context per replicate with at least 10 reads (Additional file 1: Table 1). This is comparable to previously reported RRBS analysis in zebrafish brain and liver [31]. methylKit analysis estimates the bisulfite conversion efficiency using Cs in non-CpG context, which was very consistent between the samples, at an average of 99.2% (Additional file 1: Table 1).

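BisPCR2 amplifies chosen loci from bisulfite-converted DNA and adds Illumina adapters and indices in another PCR, so that methylation is read at each CpG of an amplicon. Of 94 BisPCR2 samples, 87 are larval pools or sperm of exposed and control fish, 5 are mixtures of control DNA and 2 are repeat runs of 5AC pools. Control DNA came from 6 dpf larvae and was either amplified, which removes methylation (0%), or treated with the CpG methylase M.SssI (100%), and then mixed to 25, 50 and 75%. The authors trimmed and mapped the reads as for RRBS and gave methylation at each CpG as a percent of reads in each sample. Reads per CpG also come with the control DNA, the repeat runs and the F2 larvae. The median over CpGs was 10962 to 13538 reads in the 5 mixtures and 14512 to 16723 reads in the 4 runs of the pools run in duplicate. Here a straight line was fitted per CpG to the reading of each mixture, with 1 library per mixture, and repeat runs were compared per CpG by Fisher's exact test. PCR reads without molecular identifiers are not independent molecules, so that test covers counting error only.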

Specific analysis of differentially methylated CpG sites (DMCs) was performed with a recently developed method, BisPCR2 [32]. To account for unforeseen biases, the method was thoroughly validated using a bisulfite converted standard curve of 0–100% methylated DNA to check for PCR bias and two samples that were analyzed in duplicate for technical variation. 

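Control DNA treated to full methylation read 84.8 to 94.7% on average at 8 of the 10 loci, but 53.2% at mycb and 67.3% at cbfa2t2. Unmethylated control DNA read 2.42 to 8.62% at 8 loci, but 21.7% at cbfa2t2 and 57.7% at si:dkey-234i14.6. Over the 99 CpGs used, the reading rose by a median of 0.875 percentage points per point of methylated DNA, with the lowest slope, 0.180, at CT583728.4-CpG1. Control DNA is therefore read on a compressed scale at mycb, cbfa2t2 and si:dkey-234i14.6. Sperm samples read 0.425 to 99.2% at cbfa2t2, beyond the range of control DNA. Its slope there thus need not hold for differences between pools. In the duplicates, the mean absolute difference between runs was 2.39 percentage points for 5AC replicate 5 and 2.30 points for 5AC replicate 6. The SD between pools of 1 group averaged 4.34 points over the same CpGs, with a median of 2.07 points. The SD of a pair of runs averaged 1.69 and 1.62 points.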

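The 10 loci hold 4 (nrp1b) to 14 (CT583728.4, cbfa2t2 and si:dkey-234i14.6) CpGs each. Between runs of 1 pool, Pearson's r across the 99 CpGs used, which are not independent replicates, was 0.984 for 5AC replicate 5 and 0.990 for 5AC replicate 6. The runs differed by more than 10 points at 8 and 3 CpGs, most at cbfa2t2-CpG9 (20.1 points) and cbfa2t2-CpG14 (12.1 points). At a lowest depth of 4886 and 4815 reads, Fisher's exact test with Benjamini-Hochberg adjustment separated the runs at 47 and 65 CpGs, so the spread between runs exceeds counting error there.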

We were able to map >90% of the reads to the 10 loci covering a total of 103 CpG sites, with high accuracy between technical replicates (Additional file 1: Figure 1). 

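Readings followed a straight line with r² above 0.95 at 73 of the 99 CpGs used, and the lowest r² was 0.724, at si:dkey-234i14.6-CpG11. Of the 4 other CpGs, mycb-CpG6 read 81.3% in unmethylated and 98.0% in fully methylated DNA (r² = 0.667), and mycb-CpG7 read 74.0 and 84.7% (r² = 0.572). For the remaining CpGs, si:dkey-234i14.6-CpG3 and CpG7, no percent methylation was given in the control DNA. The paper excluded them as not linear. At several loci a single CpG read far below its neighbours in fully methylated DNA, such as CT583728.4-CpG1 with 20.4% against a median of 97.6% at 12 other CpGs of the locus, nrp1b-CpG2 with 53.6% against 96.5% at 3 others and si:dkey-14a7.2-CpG6 with 54.3%. Each mixture was read in 1 library, with 3058 reads or more at each CpG.

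**Figure D1:**
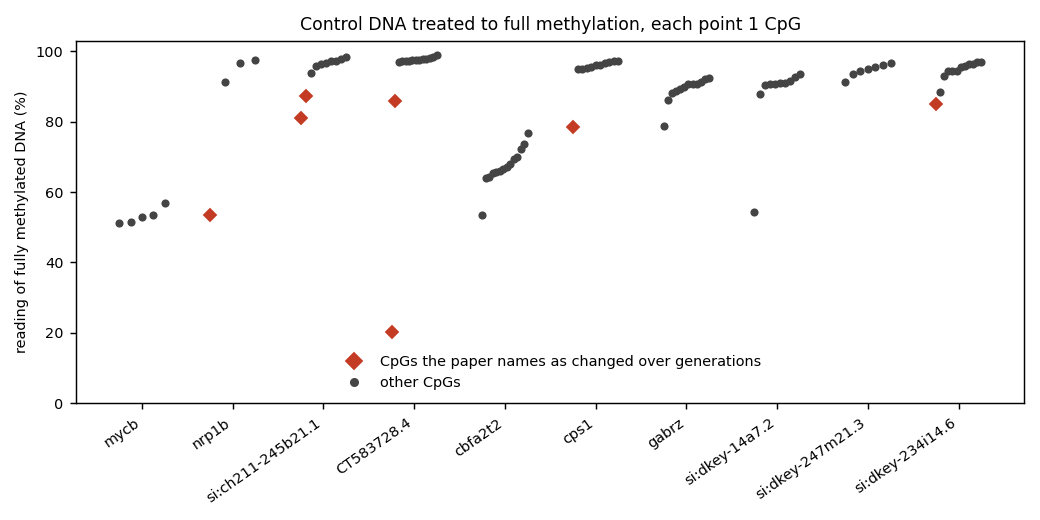
Reading of fully methylated control DNA in percent at each CpG used, by locus; each point is 1 CpG in 1 library, and red diamonds are CpGs the paper names as changed over generations, where cps1-CpG10 is taken for the paper's CpG11. CT583728.4-CpG1 reads 20.4% and nrp1b-CpG2 53.6%, while all mycb and cbfa2t2 CpGs lie between 51.3 and 76.8%.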

Linear relationships were found at all loci analyzed, except for 4 CpG sites at Chr2:32025720, Chr2:32025757, Chr25:36706591 and Chr25:36706627, and these were excluded from the analyses (Additional file 1: Figure 2).

Finally, we validated our RRBS results against the BisPCR2 method. We were able to assess 49 mutually analyzed CpG sites between the two methods, which showed a high correlation (Spearman *r* = 0.889, *P* < 0.0001, Additional file 1: Figure 3), indicating that the results were consistent between the two methods.

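Direction of change was the same by RRBS and BisPCR2 at all 14 linear CpGs that the authors' deposited table of DMCs and BisPCR2 share at 8 loci, 8 from the MEHP and 6 from the 5AC comparison. At nrp1b-CpG2 this holds through 1 MEHP pool that read 69.5% by BisPCR2, and the mean of the other pools lies below that of controls. Of 17 shared CpGs, 3 were left out as not linear in control DNA, among them mycb-CpG6, with a difference of 34.7 points in the authors' deposited table and -0.0348 points by BisPCR2. The median absolute difference was 27.6 percentage points in the authors' deposited table and 6.20 points by BisPCR2, and the RRBS difference was the larger at each CpG. Over the 28 pairs of group levels, Spearman's rho was 0.800 (permutation p = 1e-05, the smallest that the permutations can give) and Pearson's r was 0.800 with the same p. Over the 14 differences, of both signs, rho was 0.807 (permutation p = 7.8e-04). Within a compound it was 0.548 for the 8 MEHP CpGs (exact permutation p = 0.171) and 0.314 for the 6 5AC CpGs (exact permutation p = 0.564). Pearson's r of the differences was 0.884 for MEHP (exact permutation p = 0.0280) and 0.972 for 5AC (exact permutation p = 0.106). These are correlations across CpGs, which are not independent replicates, and the table holds only CpGs that passed the RRBS test. The paper lists 6 DNA pools per group at this stage, so both methods read the same pools. From a correlation over a larger set of CpGs, the paper concludes that results were similar by both methods.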

## 5AC exhibits transgenerational phenotypic effects

We exposed zebrafish embryos from 0 to 6 dpf and followed them up until adulthood. In-cross F1 and F2 generations were established, in which F2 is the first unexposed progeny (Fig. 1). We used non-embryotoxic concentrations of MEHP and 5AC (30 and 10 µM, respectively) that did not cause observable effects on developmental endpoints as defined by the standard zebrafish embryo toxicity assay [33]. In addition to 10 µM, embryos exposed to 25 µM 5AC from 0 to 6 dpf were included as a positive control for global hypomethylation [29]. Significant effects were observed on F0 larval length with both MEHP and 5AC exposure at 3 and 6 dpf (Fig. 2a, b). A transgenerational effect was observed on larval length in F1 and F2 exclusively for the 5AC exposure, which was most pronounced at 6 dpf (Fig. 2b).

**Fig. 1:**
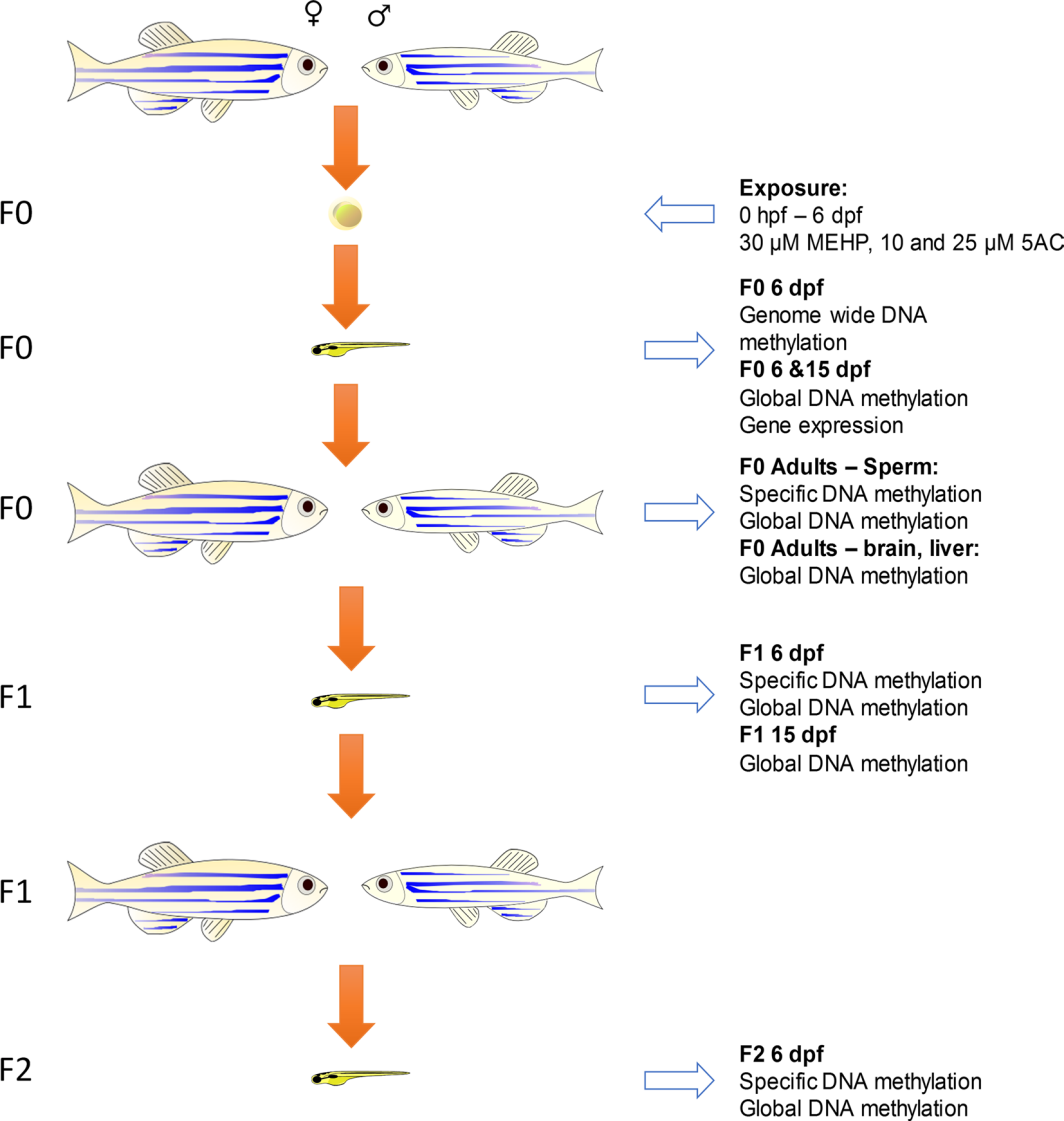
Setup of the transgenerational exposure experiment. Fish were exposed to mono(2-ethylhexyl) phthalate and 5-azacytidine (5AC) directly after fertilization up to 6 dpf. Adult F0 were in-crossed to generate F1 and F2. Analysis was performed at the different stages as indicated in Materials and methods. *hpf* hours post-fertilization, *dpf* days post-fertilization)

**Fig. 2:**
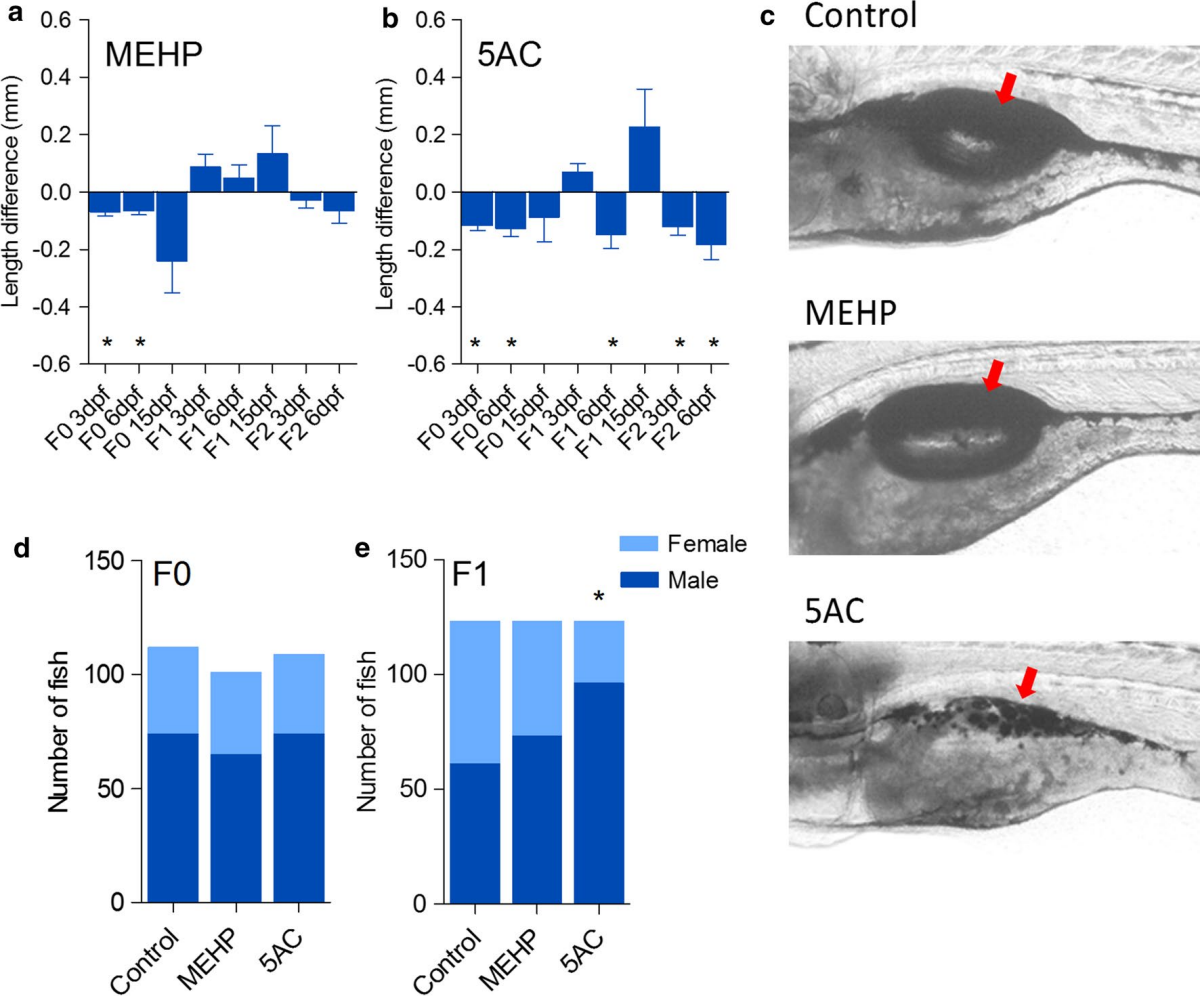
Phenotypic effects after developmental exposure of zebrafish (0-6 days post-fertilization) to mono(2-ethylhexyl) phthalate and 5-azacytidine (5AC). **a**, **b** Absolute difference in length of larvae compared to control (*error bars* represent SEM, *P < 0.05, two-tailed *t* test, with Bonferroni multiple comparison correction). **c** Representative images of effects on swim bladder inflation and intestinal development with 5AC exposures at 15 dpf. *Arrows* indicate swim bladder. **d**, **e** Sex ratios in F0 and F1 generations (*P < 0.001, Chi-square)

A clear effect on swim bladder inflation and abnormal intestinal development was observed in 5AC treated F0 fish at 15 dpf (Fig. 2c and Additional file 1: Figure 4). However, no larval lethality was found and fish grew to adulthood without apparent effects. Additionally, the effects on intestine and swim bladder were not observed in F1 (data not shown). We observed a significant shift in gender toward males in the F1 generation with 5AC, but not after MEHP exposures (Fig. 2d, e).

## 5AC and MEHP affect *dnmt* gene expression and global mC and hmC levels

We assessed DNA-methyltransferase (*dnmt)* gene expression of all 3 *dnmt* orthologues and their respective paralogues in F0 larvae at 6 dpf (Fig. 3a). Dnmt1 is mainly involved in maintenance of DNA methylation during cell replication, whereas the other 6 genes encode de novo Dnmts, which are suggested to have both tissue- and promoter-specific functions [9]. Significant upregulation of *dnmt1* was observed with MEHP exposure, but not with 5AC (Fig. 3a). Both exposures show very similar differential expression profiles for the de novo *dnmt3* orthologues, where *dnmt3aa* and *dnmt3ab* paralogues are downregulated and *dnmt3bb.1* and *dnmt3bb.2* paralogues are upregulated. The differential expression profiles of the *dnmts* indicate interference in DNA methylation pathways with both exposures.

**Fig. 3:**
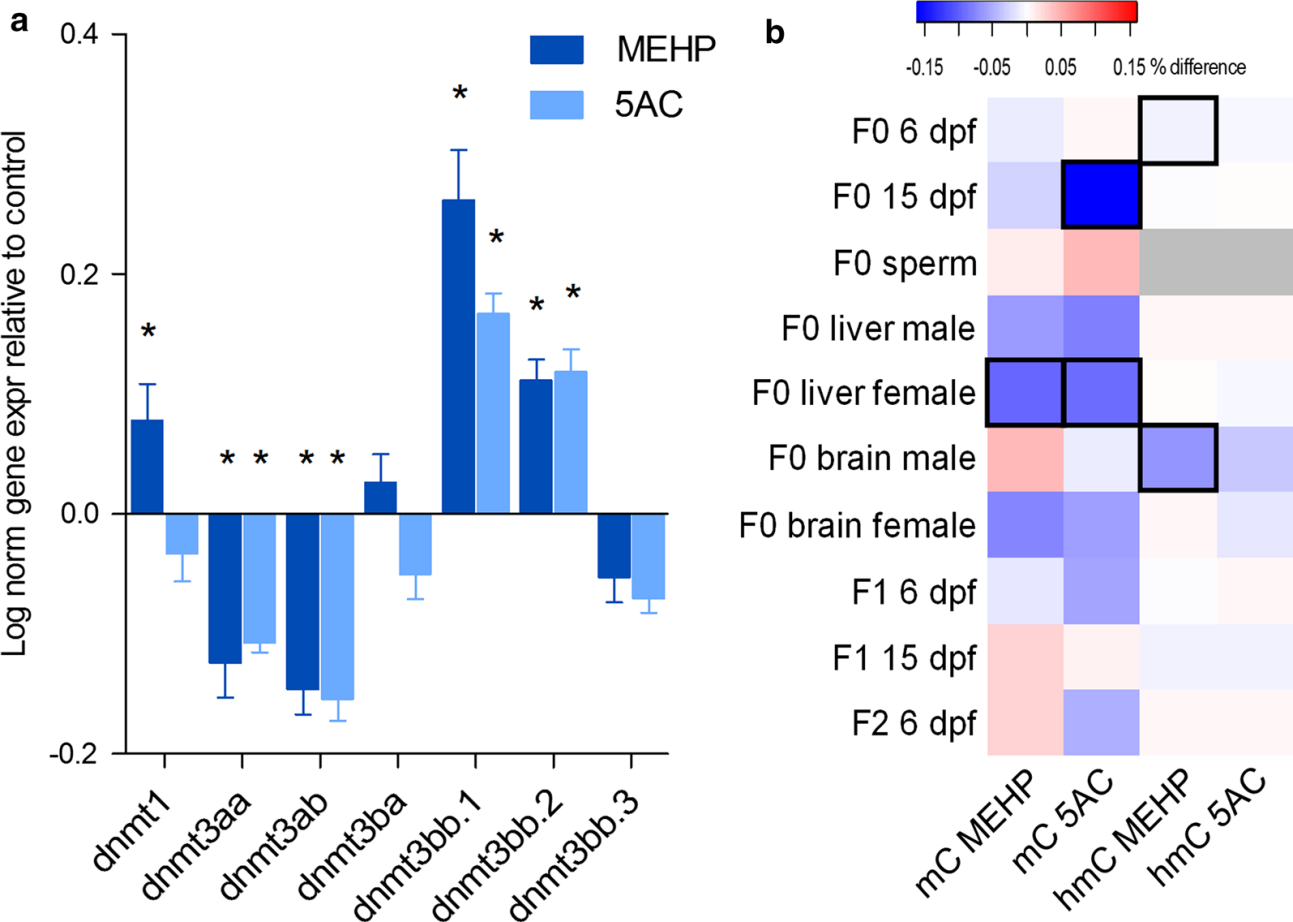
Gene expression analysis of *dnmt* variants and global methylation. **a** Log-normalized gene expression relative to control in F0 6 days post-fertilization larvae (*Error bars* represent SEM, *P < 0.05, ANOVA with Dunnets post hoc test). **b** Heat map of absolute differences in global cytosine methylation and cytosine hydroxymethylation compared to control. *Black squares* indicate significant changes relative to control (*P* < 0.05, two-tailed *t* test, using Bonferroni multiple comparisons correction). *Gray* indicates non-detectable levels

We observed a significant decrease in global mC levels at 25 µM 5AC in 6 dpf F0 larvae DNA (Additional file 1: Figure 5). Additionally, a decrease in global mC levels was observed at 15 dpf F0 following 10 µM 5AC exposures (Fig. 3b). Global demethylation was also observed in livers from adult females exposed to both MEHP and 5AC (Fig. 3b). Decreased hmC levels following MEHP exposure were observed at 6 dpf F0 and in brain tissue of male fish, whereas no changes were observed on mC levels (Fig. 3b).

### RRBS reveals enrichment of DMRs on conserved non-genic elements

With RRBS, we were able to analyze around 200,000 mutually measured Cs (read depth >10) and over 60,000 mutually measured 300-bp tiles (Fig. 4a). Global methylation changes by RRBS in features as promoter regions (2000-bp upstream of transcriptional start sites) (TSSs), CpG islands (CGis) and shores and gene bodies were assessed using 300-bp tiles (Fig. 4a). A sharp decline in methylation around both TSSs and CpG islands was observed, with no apparent difference between the treatments (Fig. 4b, c). Overlap of tiles to a computationally derived list of conserved non-genic elements in zebrafish (zfCNEs) [33] also showed a general decline in methylation, but a distinct difference was found with MEHP exposures, which showed hypermethylation compared to control and 5AC samples (Fig. 4d). Calculation of the average methylation relative to the control over the different features revealed a significant decrease in methylation between control and 5AC at promoter regions and a significant increase between control and MEHP at zfCNEs (Fig. 4e).

**Fig. 4:**
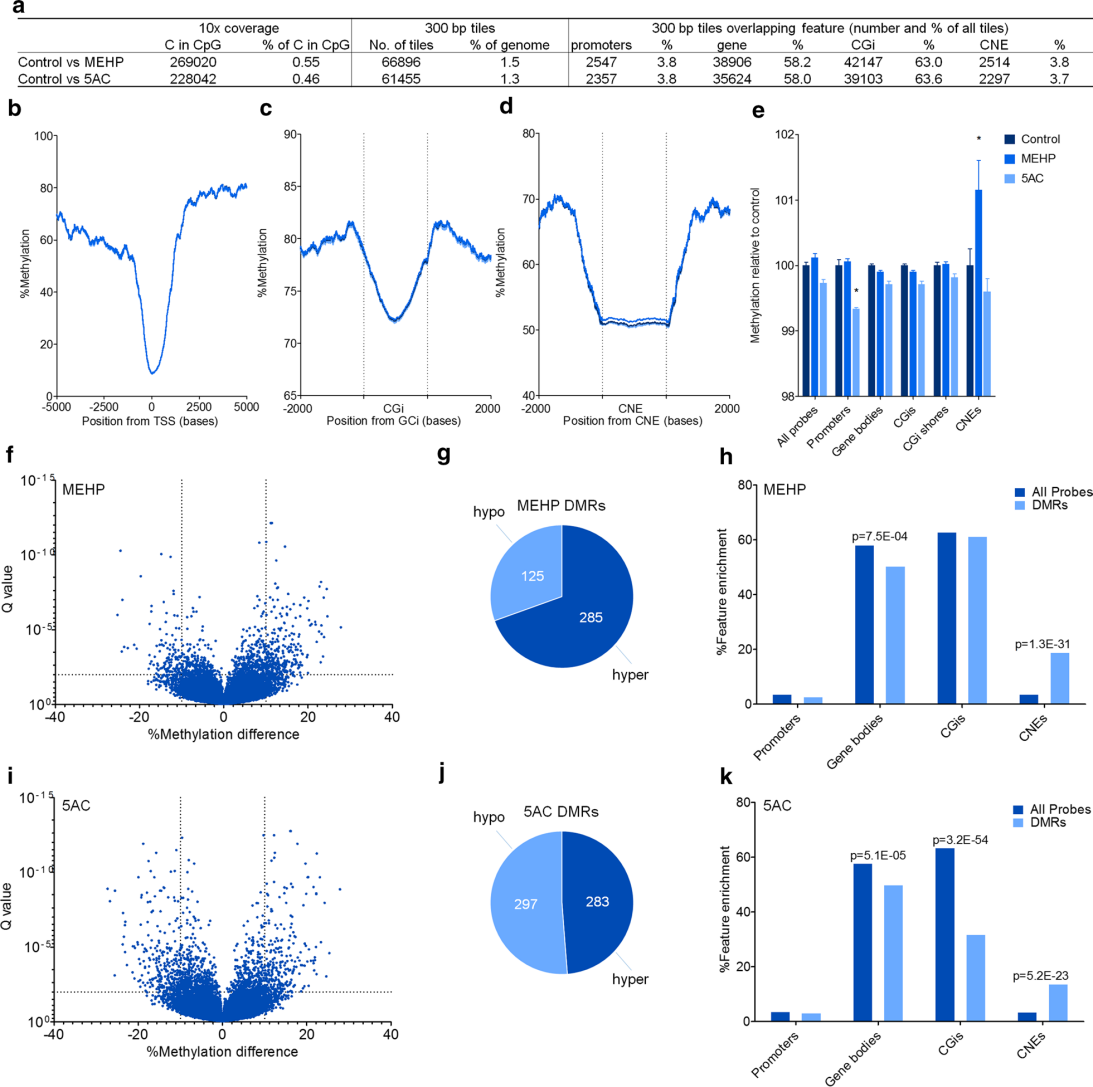
Reduced representation bisulfite sequencing (RRBS) results following developmental exposure to mono(2-ethylhexyl) phthalate (MEHP) and 5-azacytidine (5AC). **a** General statistics of RRBS analyses, showing mutual analyzed Cs in CpG context at a read depth of 10, number of tiles analyzed with regional analysis and the number of tiles overlapping different features. **b**–**d** Methylation profile spanning transcriptional start sites (TSSs), CpG islands and zebrafish conserved non-genic elements (zfCNEs). **e** Methylation levels relative to control overlapping different features. *Error bars* represent SEM; significance was calculated with two-way ANOVA, using Bonferroni multiple comparisons correction (*P* < 0.05). **f** Volcano plot of the methylation difference between MEHP and control. **g** Number of MEHP hypo and hyper differentially methylated regions (DMRs). **h** Enrichment plot of all tiles and DMRs overlapping different features. Significant enrichment calculated using a hypergeometric test. **i** Volcano plot of the methylation difference between 5AC and control. **j** Number of 5AC hypo and hyper DMRs. **k** Enrichment plot of all probes and DMRs overlapping different features. Significant enrichment calculated using a hypergeometric test

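After MEHP exposure the largest increase in the authors' deposited table was 27.8 percentage points on chromosome 10, from 20420101 to 20420400 (q = 6.8e-06), and the largest decrease was -25.3 points on chromosome 6, from 26898901 to 26899200 (q = 1.0e-06). A tile upstream of the carbamoyl phosphate synthetase gene cps1 on chromosome 9, from 39356701 to 39357000 (28662 bp from the gene at cps1-CpG3 in the authors' deposited table of DMCs), was among the 10 largest decreases of the authors' deposited table with -23.9 points. In the authors' deposited table the median absolute difference was 13.1 points, with 118 tiles over 15 points and 30 over 20 points. The tiles listed are 0.613% of the 66896 the paper tested and lie on all 25 chromosomes.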

methylKit analysis revealed 410 DMRs in F0 6 dpf larvae following exposure to MEHP, with a cutoff of 10% methylation difference and a *Q* value <0.01 (Fig. 4f). From these DMRs, more hypermethylated regions (70%) were observed than hypomethylated (Fig. 4g). 

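Methylation was higher than in controls at 285 and lower at 125 of the tiles in the authors' deposited table, a share of 69.5% higher. Among the tiles of the authors' deposited table over 20 points, 21 were higher. Single CpGs were balanced, with 39 DMCs higher and 38 lower in the authors' deposited table for MEHP.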

When we mapped the MEHP DMRs to different genomic features, we observed an enrichment of DMRs at zfCNEs (Fig. 4h and Additional file 1: Table 2A, *P* = 1.3E−31). Additionally, limited overlap was found on gene bodies which indicates that DMRs are predominantly located outside gene bodies (Fig. 4h and Additional file 1: Table 2A, *P* = 7.5E−4). 

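Of the MEHP tiles in the authors' deposited table, 78 overlap a zfCNE, which is 19.0% against 3.76% of all tiles tested (5.06-fold, hypergeometric p = 2.5e-32). If each tested tile were equally likely to be listed, 15.4 such tiles would be found. Tiles were not matched for methylation level. At zfCNEs 60 tiles of the authors' deposited table were higher and 18 lower after MEHP. The test takes tiles as independent, which neighbouring tiles are not, and both the zfCNE assignment and the totals are the paper's. The paper's own table counts 80 such tiles for each compound, and its lists used here give 78 for MEHP and 81 for 5AC.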

With 5AC, 580 DMRs were found with equal numbers of hyper and hypomethylated regions (Fig. 4i, j). 

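After 5AC exposure, 283 tiles of the authors' deposited table were higher and 297 lower than in controls, and DMCs in the authors' deposited table were split evenly with 145 in each direction. The largest increases in the authors' deposited table were 27.9 percentage points on chromosome 19, from 24722401 to 24722700 (q = 1.3e-09), and 27.8 points on chromosome 6, from 57641401 to 57641700, in the gene body of cbfa2t2. The largest decrease in the authors' deposited table was -31.2 points on chromosome 16, from 665101 to 665400. In the authors' deposited table the median absolute difference was 13.4 points, with 203 tiles over 15 points and 52 over 20 points. The tiles listed are 0.944% of the 61455 the paper tested.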

As with MEHP, enrichment was found on zfCNEs (*P* = 5.2E−23) and limited overlap on gene bodies (*P* = 5.1E−05) (Fig. 4k and Additional file 1: Table 2B). Additionally, 5AC-specific DMRs had limited overlap at CGis (*P* = 3.2E−54) (Fig. 4k and Additional file 1: Table 2B). 

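Of the 5AC tiles in the authors' deposited table, 81 overlap a zfCNE, which is 14.0% against 3.74% of all tiles tested (3.74-fold, hypergeometric p = 2.6e-24). If each tested tile were equally likely to be listed, 21.7 would be found. At zfCNEs 36 of the listed tiles were higher and 45 lower after 5AC in the authors' deposited table. Enrichment held for tiles of the authors' deposited table with higher methylation alone (3.40-fold) and with lower methylation alone (4.06-fold).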

For both 5AC and MEHP exposures, we calculated that 44% of the DMRs overlapped with the 23% zfCNEs that are conserved with human and mice. We also analyzed developmental enhancer regions, as indicated by histone H3K4me1 and H3K27Ac marks, but could not find any enrichment of DMRs on these specific sites (data not shown) [34].

### DMR-associated genes are involved in several developmental and disease-related pathways

Next, we were interested to find out whether these DMRs are associated with specific biological pathways. Therefore, the Genomic Regions Enrichment of Annotations Tool (GREAT) was used to associate the DMRs with genes, which we subsequently imported into Ingenuity Pathway Analysis (IPA). 

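GREAT assigned 679 genes to the MEHP DMRs and 904 genes to the 5AC DMRs in the paper's lists, and 211 genes are on both. By direction, the paper's lists hold 485 genes near higher and 231 near lower MEHP DMRs, and 483 and 495 for 5AC. A gene can stand on both lists of a compound, as sox2 does for MEHP. The genes that GREAT could have assigned are not listed, so the lists drawn up here before the data were examined were counted among these genes without a test of enrichment.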

We analyzed all DMRs, hypermethylated DMRs, hypomethylated DMRs and zfCNE-specific DMRs. With both exposures, pathways involved in transcriptional and developmental processes were enriched, such as pathways involved in pluripotency, TGF-β, Gα 12/13, Wnt/β-catenin (Table 1). 

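Among genes of TGF-β and BMP signaling, 4 of the 31 listed were near MEHP DMRs (acvr2aa and tgfbr1a near higher, inhbaa and tgfb1a near lower methylation) and 3 near 5AC DMRs, all lower (bmp7a, bmpr2b and inhbaa). Of 44 genes of Wnt/β-catenin signaling, 4 were near MEHP DMRs (axin2, lrp5, fzd8a and wnt5a) and 4 near 5AC DMRs (fzd1, fzd8a, tcf7l2 and fzd7a), and fzd8a was on both lists. Of 18 pluripotency genes, sall4 and sox2 were near DMRs of both compounds and mycb near 5AC DMRs. The paper's −log(P) value for TGF-β signaling is 5.07 for MEHP and 3.20 for 5AC, and for Wnt/β-catenin signaling 5.15 and 3.10.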

Upstream regulators involved in development, such as SSH, TGF-β1, SOX2, POU5F1, were also enriched with both exposures, which could be a specific response to the toxicological stress of the compounds (Additional files 3 and 4).

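The pluripotency factor sox2 itself was near DMRs with higher methylation after both exposures, and after MEHP also near a DMR with lower methylation. For MEHP, sox2 is also on the paper's list of genes near DMRs at zfCNEs. The paper's −log(P) value for SOX2 as upstream regulator is 7.08 for MEHP and 7.59 for 5AC, for TGFB1 7.45 and 7.25 and for POU5F1 4.73 and 6.49.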

**Table 1:** Top canonical pathways after ingenuity pathway analysis of all differentially methylated region-associated genes in zebrafish larvae exposed from 0-6 days post-fertilization to mono(2-ethylhexyl) phthalate (MEHP, 30 µM) and 5-azacytidine (5AC, 10 µM)

Canonical pathway	MEHP (*P* value)	5AC (*P* value)
Human embryonic stem cell pluripotency	7.36E−05	1.92E−05
Factors promoting cardiogenesis in vertebrates	2.32E−03	1.32E−06
TGF-β signaling	8.43E−06	6.28E−04
Wnt/β-catenin signaling	7.10E−06	8.00E−04
Axonal guidance signaling	2.68E−03	1.05E−05
Regulation of the epithelial–mesenchymal transition pathway	1.87E−05	4.91E−03
Gα12/13 signaling	3.59E−06	4.21E−02
Adipogenesis pathway	5.23E−03	1.17E−03
Role of NANOG in mammalian embryonic stem cell pluripotency	6.56E−03	9.54E−04
Epithelial adherent junction signaling	6.66E−04	1.93E−02

Figure 5 presents heat maps of the compound-specific top 20 lists of canonical pathways, upstream regulators and toxicological lists, supplemented with a custom imported list (adipose tissue development). For MEHP, pathways and upstream regulators involved in adipogenesis and neuronal development were the most prominently enriched pathways (Fig. 5a). 

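Of 32 genes of adipogenesis and lipid storage listed here, 2 were among the genes GREAT assigned to MEHP DMRs, plin2 near higher and srebf1 near lower methylation. Of 40 genes of neuronal development, 3 were assigned to MEHP DMRs, plxna4 near higher, efnb2a near lower and sox2 near DMRs of either direction. For 5AC the counts over the same lists were 3 and 7 genes.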

Involvement of the adipogenesis pathway was especially enriched in hypomethylated DMRs. 

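The paper's −log(P) value for the adipogenesis pathway is 5.70 over DMRs with lower methylation, 0.229 over DMRs with higher methylation and 2.28 over all MEHP DMRs. Of the adipogenesis genes listed here, srebf1 was the 1 gene assigned to DMRs with lower methylation, among 231 genes.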

Other upstream regulators, such as PPARG, PPARα/RXRα, TGFB1 and WNT7a, together with the custom adipogenesis list, also predicted involvement of MEHP in adipogenesis. Processes involving axonal guidance signaling, together with upstream regulators involved in neuronal development (ASCL1, SOX2, PAX6 and GLI1) of which some were specifically enriched at zfCNEs and hypermethylated DMRs, point toward disruption in nervous system development (Fig. 5a).

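Of the neuronal genes listed here, only sox2 was assigned to an MEHP DMR at a zfCNE, among 126 genes. The paper's −log(P) value for axonal guidance signaling over MEHP DMRs is 2.57. For PAX6 the paper's value is 3.31 over all DMRs and 4.68 at zfCNEs, and for GLI1 it is 3.48 and 2.90. From these enrichments, the paper proposes that MEHP disrupts nervous system development.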

**Fig. 5:**
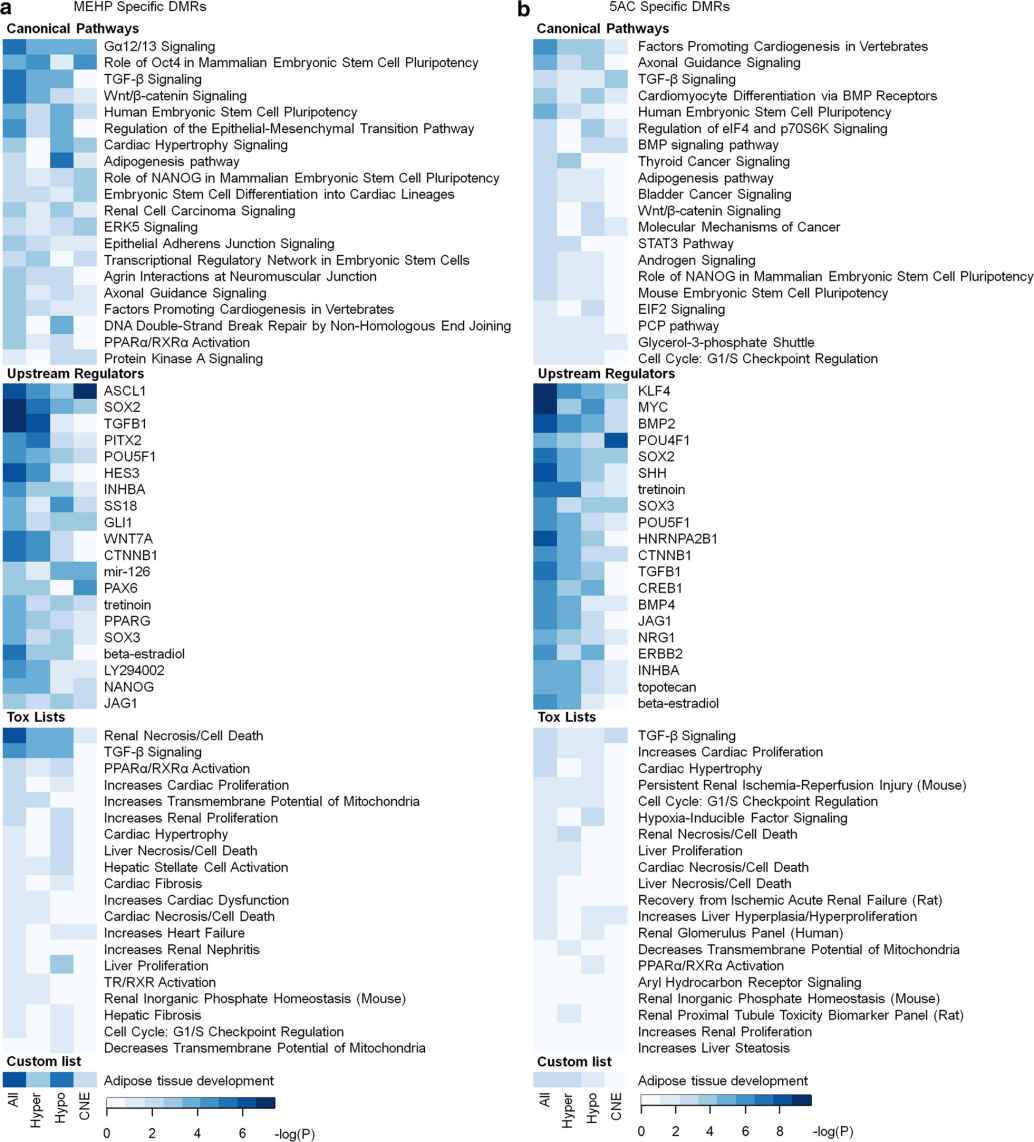
Ingenuity pathway analysis of mono(2-ethylhexyl) phthalate (MEHP) and 5-azacytidine (5AC)-specific differentially methylation regions (DMRs). Heat maps of −log(P) values for DMR-associated genes of **a** MEHP and **b** 5AC exposures. Heat maps show top 20 lists of predicted canonical pathways, upstream regulators, toxicology-related gene lists (Tox) of all (All), hypermethylated (hyper) and hypomethylated (hypo) DMRs, and DMR-specific zebrafish conserved non-genic elements (zfCNE). A custom imported list was also added (adipose tissue development). Extended lists are found in Additional file 3 and 4

5AC-specific predicted pathways were involved in development and expression control of genes, such as KLF4, POU4F1, SHH, SOX3 (Fig. 5b). Also, as with MEHP, neuronal development may be impaired, as indicated by the enrichment of axonal guidance signaling pathways. 

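For 5AC the paper's −log(P) value for the upstream regulator KLF4 is 9.84, against 2.96 for MEHP, and for SHH 7.82 against 2.85. For SOX3 the paper's values are 6.27 and 4.04. The gene encoding another of these regulators, pou4f1, was itself assigned to a 5AC DMR with lower methylation in the paper's lists.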

Upstream regulators involved in (sensory) neuronal development were enriched (SOX2, SOX3, POU4F1) (Fig. 5b). 

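Among the neuronal genes listed here and assigned to 5AC DMRs were robo1 and sox2 near higher and nrp1a, pou4f1, sema3aa and slit3 near lower methylation. The gene pou4f1, which encodes a transcription factor of neuronal differentiation, was assigned to a DMR at a zfCNE. The paper's −log(P) value for axonal guidance signaling over 5AC DMRs is 4.98, and for POU4F1 it is 4.68 over all DMRs and 7.99 at zfCNEs.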

Notably, POU4F1 was specifically enriched at zfCNEs (Fig. 5b). Furthermore, IPA analysis predicted effects on gastrointestinal diseases (*P* values of 6.25E−4–4.64E−13) and showed a strong enrichment in the upstream regulator HNF4a (*P* = 2.49E−6), a transcription factor known to be involved in gastrointestinal development (Additional file 4). 

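Of 25 genes of intestine and liver development listed here, 4 were assigned to 5AC DMRs, atoh1a, cbfa2t2 and cdx4 near higher and sox9a near lower methylation. Another 3 were assigned to MEHP DMRs, cbfa2t2 and onecut1 near higher and prox1a near lower methylation. The paper's −log(P) value for HNF4A is 5.60 over all 5AC DMRs and 4.08 over those with lower methylation.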

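Of 45 genes of the homeobox clusters and the body axis listed here, 1 was assigned to a 5AC DMR, hoxb1b near lower methylation and at a zfCNE, and 0 to MEHP DMRs. These are counts on the paper's GREAT lists, without a test. Body length itself was not analysed here.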

Notably, development of body axis was among the most significant enriched lists in diseases and bio functions (*P* = 7.35E−17, Additional file 4), which is consistent with the effects found on body length following exposure to 5AC. 5AC did not seem to affect general toxicological pathways, since only weak enrichments were found in toxicological lists.

### Transgenerational effects observed with BisPCR2

Regions around ten specific DMCs were selected from the RRBS analysis that exhibited a difference in methylation larger than 20%. 

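The authors' deposited table of DMCs holds 17 CpGs at the 10 loci, 8 from the MEHP and 9 from the 5AC comparison. For 5AC, cbfa2t2 has 5 of these CpGs, such as CpG11 with 37.2% in controls and 69.4% after 5AC in the authors' deposited table. The largest difference in the authors' deposited table at these loci was -35.8 points, at si:dkey-234i14.6-CpG3. For MEHP, 3 neighbouring CpGs of cps1 were lower by 22.1 to 24.1 points in the authors' deposited table, and si:dkey-247m21.3-CpG1 had the largest difference, from 53.6 to 84.1%. Tiles of the authors' deposited table overlap 5 of the 10 loci for MEHP and 5 for 5AC, of which cbfa2t2 (13.7 points after MEHP), cps1 (-10.9 points after 5AC), gabrz (21.4 and 16.2 points) and si:dkey-14a7.2 (-11.2 and -13.0 points) are listed for both compounds.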

As nomenclature for the analyzed loci, we used the nearest annotated genes (Table 2). 

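Positions are those of GRCz10. On chromosome 2, the locus upstream of mycb runs from 32025472 to 32025772 and the locus upstream of nrp1b from 43611512 to 43611846, though nrp1b-CpG3 (43611989) and nrp1b-CpG4 (43612047) lie outside the region given. Also upstream of their genes are si:ch211-245b21.1 on chromosome 3 (48276549 to 48276951), CT583728.4 on chromosome 4 (53831094 to 53831415), cps1 on chromosome 9 (39356640 to 39356899), si:dkey-14a7.2 on chromosome 20 (43514527 to 43514862, assigned to si:dkey-14a7.6 in the authors' deposited table of DMCs) and si:dkey-247m21.3 on chromosome 21 (20158921 to 20159221). The locus of cbfa2t2, which encodes a transcriptional corepressor, lies in the gene body on chromosome 6 (57641533 to 57641785), and so does si:dkey-234i14.6 on chromosome 25 (36706556 to 36706894). The locus downstream of gabrz lies on chromosome 12 (29105587 to 29105921). Orientations here are the paper's. The authors' deposited table of DMCs gives the reverse at gabrz (upstream). It also gives the reverse (downstream) at nrp1b, si:ch211-245b21.1, CT583728.4, si:dkey-14a7.2 and si:dkey-247m21.3.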

We analyzed 6 dpf F0, F1 and F2 larvae, as well as samples from 15 dpf F0 larvae and sperm from F0 fish, each with their respective control. Additionally, we included 25 µM 5AC exposures (6 dpf) in this analysis in order to investigate CpG site-specific dose-dependent relationships. These relationships were clearly visible following cluster analysis, with clusters of high methylation showing a decrease in methylation with the higher concentration and clusters of low methylation increasing with higher-concentration 5AC (Additional file 1: Figure 6). 

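At 6 dpf, 6 pools of F0 larvae per group (DMSO control, 30 µM MEHP, 10 µM 5AC and 25 µM 5AC) and 5 pools per group of F1 and F2 larvae (control, MEHP and 10 µM 5AC) were analysed. At 15 dpf there were 5 pools per group and for F0 sperm 6 samples per group. Pools held 10 larvae at 6 dpf and 2 larvae at 15 dpf. The authors gave methylation at each CpG as a percent, and for F2 also methylated and total reads. Median reads per CpG in F2 pools ranged from 12492 to 15580 in controls (median 14083), 12629 to 21226 after MEHP (median 12927) and 12668 to 17225 after 5AC (median 15352). The depth of the other stages is unknown. Values were missing at 46 CpG positions in 4 sperm samples, 14 in 2 F1 pools and 13 in 4 F2 pools. The within-group SD had a median of 2.48 percentage points at 6 dpf F0, 5.71 at 15 dpf, 4.09 in sperm, 3.30 in F1 and 3.43 in F2. Here each exposed group was compared with the controls of its stage at the 99 linear CpGs, with limma on percent methylation (F2: a quasi-binomial model of the reads, at least 10 reads per CpG and pool). A CpG was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a difference over 10 points, so that the pool and not the read is the replicate. F1 and F2 pools come from in-crosses of the few tanks raised per treatment. Larvae at 15 dpf came from a single tank per treatment, so tank and exposure cannot be told apart there. The tests thus cover spread between pools, and not between independently exposed lines. At 6 dpf F0 the paper lists 6 DNA pools per group, with 5 used in RRBS and 6 in BisPCR2. The loci were chosen for RRBS differences in these larvae, so F0 tests are not independent of that choice. Means over the CpGs of a locus were compared by two-sided exact permutation tests, adjusted over the 10 loci of a comparison. With 5 against 5 pools, a locus or CpG cannot pass the adjusted exact test alone, only together with others at the smallest p. On simulated data with this spread, a difference of 15 points was called at 83.8% of changed CpGs for 6 dpf F0, 80.6% for F1, 74.8% for F2, 66.6% for 15 dpf and 63.6% for sperm, against 0.278 to 0.684% of unchanged CpGs. Each set held 20 changed CpGs, and with fewer the adjustment is stricter, so the shares called can be lower. Changed CpGs were drawn at random from the 99, and CpGs varied independently. These shares thus do not hold for cbfa2t2 (median SD 17.4 points at 6 dpf F0) or the CpGs the paper names (9.77 points).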

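After 25 µM 5AC, methylation was changed at 23 of the 99 CpGs at 6 loci in 6 dpf F0 larvae, 12 higher and 11 lower (limma, 12 CpGs by exact permutation). Of the higher CpGs 10 lie at cbfa2t2, and of the lower CpGs 9 lie at si:dkey-14a7.2. The largest increase was at cbfa2t2-CpG9 (chromosome 6, 57641661), from 35.3 ± 23.7% in controls to 73.1 ± 14.0% (SD, n = 6 pools each, limma adjusted p = 0.0191). The largest decrease was at si:dkey-14a7.2-CpG8 (chromosome 20, 43514757), from 82.1 ± 3.19 to 66.6 ± 2.54% (limma adjusted p = 1.5e-05). Of the 23 CpGs, 16 were changed in each of 12 fits that left out 1 pool.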

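Methylation at si:dkey-14a7.2 fell with each concentration of 5AC, from 61.4 ± 2.40% in controls to 55.3 ± 1.15% at 10 µM and 47.9 ± 1.39% at 25 µM (SD, n = 6 pools each). Both steps separated all pools (exact permutation p = 0.00216, the smallest that 6 against 6 pools allow, adjusted p = 0.0216). At cbfa2t2 the mean was 55.1 ± 8.98% at 10 µM and 66.1 ± 10.7% at 25 µM (difference 11.0 points, higher in 5 of 6 pools, exact permutation p = 0.0823, adjusted p = 0.274). From 10 to 25 µM, 7 of the 99 CpGs were lower at an adjusted p under 0.05 and 0 of them by more than 10 points (limma, 14 CpGs at an unadjusted p under 0.05, 0 changed by exact permutation). At the loci other than si:dkey-14a7.2 the adjusted p was 0.274 or higher.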

A number of these sites showed significant effects with both concentrations, with some showing a clear dose response (Fig. 6a).

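Changed at both concentrations were 4 CpGs at 4 loci, each in the same direction, with both concentrations compared with the same 6 control pools. Methylation rose at nrp1b-CpG2 (chromosome 2, 43611806) from 31.2 ± 11.0% in controls to 47.1 ± 5.03% at 10 µM (SD, n = 6 pools, limma adjusted p = 0.0383) and 48.4% at 25 µM. It rose at si:ch211-245b21.1-CpG4 (chromosome 3, 48276679) from 79.7 ± 8.66 to 92.6 ± 2.94% (n = 6, limma adjusted p = 0.0322) and 93.4%. It fell at CT583728.4-CpG1 (chromosome 4, 53831128) from 30.0 ± 7.75 to 17.7 ± 5.37% (n = 6, limma adjusted p = 0.0383) and 17.5%, and at cps1-CpG10 (chromosome 9, 39356827) from 74.6 ± 3.04 to 55.8 ± 12.9% (n = 6, limma adjusted p = 0.0322) and 60.3%. None of these 4 differed between 10 and 25 µM (limma adjusted p from 0.731 to 0.965), and each of them reads low in fully methylated control DNA. Without 5AC replicate 3, none of the 4 is called at 10 µM, and without control replicate 2, 18 CpGs are called at both concentrations. By locus mean, cps1 was lower at 25 µM (75.5 ± 3.18 against 81.7 ± 1.49%, lower in 6 of 6 pools, exact permutation p = 0.00433, adjusted p = 0.0216), and nrp1b was higher at 10 µM by 4.99 points (6 of 6 pools, exact permutation adjusted p = 0.0433), a call kept in 7 of 16 alternatives, with differences from 2.68 to 9.32 points.

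**Figure D2:**
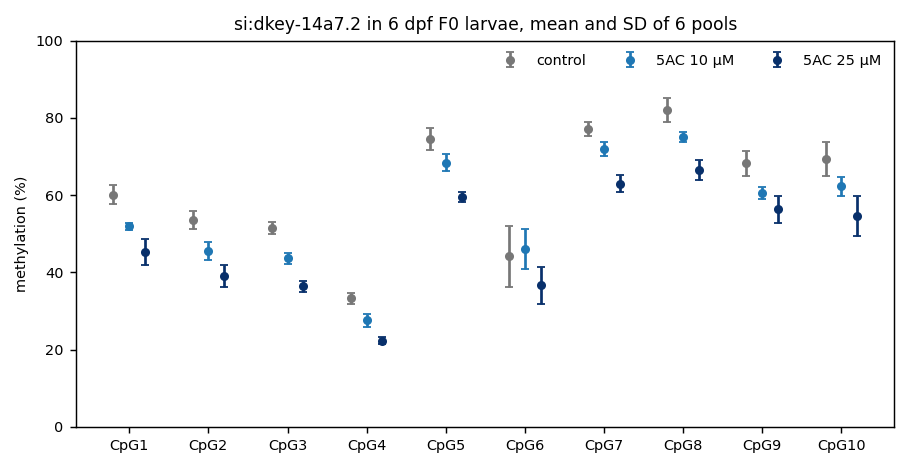
Methylation in percent at the 10 CpGs of si:dkey-14a7.2 in 6 dpf F0 larvae; points are means and bars SDs of 6 pools for controls (grey), 10 µM 5AC (light blue) and 25 µM 5AC (dark blue). At 9 of the 10 CpGs the mean is lower at each step of concentration.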

**Table 2:** Overview of the 10 F0 loci analyzed with BisPCR2

Location	Nearest gene	CpGs analyzed
chr2:32025472–32025772	*mycb*	7
chr2:43611512–43611846	*nrp1b*	4
chr3:48276549–48276951	*si:ch211*–*245b21.1*	10
chr4:53831094–53831415	*CT583728.4*	14
chr6:57641533–57641533	*cbfa2t2*	14
chr9:39356640–39356640	*cps1*	11
chr20:43514527–43514862	*si:dkey*–*14a7.2*	10
chr12:29105587–29105587	*gabrz*	12
chr21:20158921–20158921	*si:dkey*–*247m21.3*	7
chr25:36706556–36706894	*si:dkey*–*234i14.6*	14

**Fig. 6:**
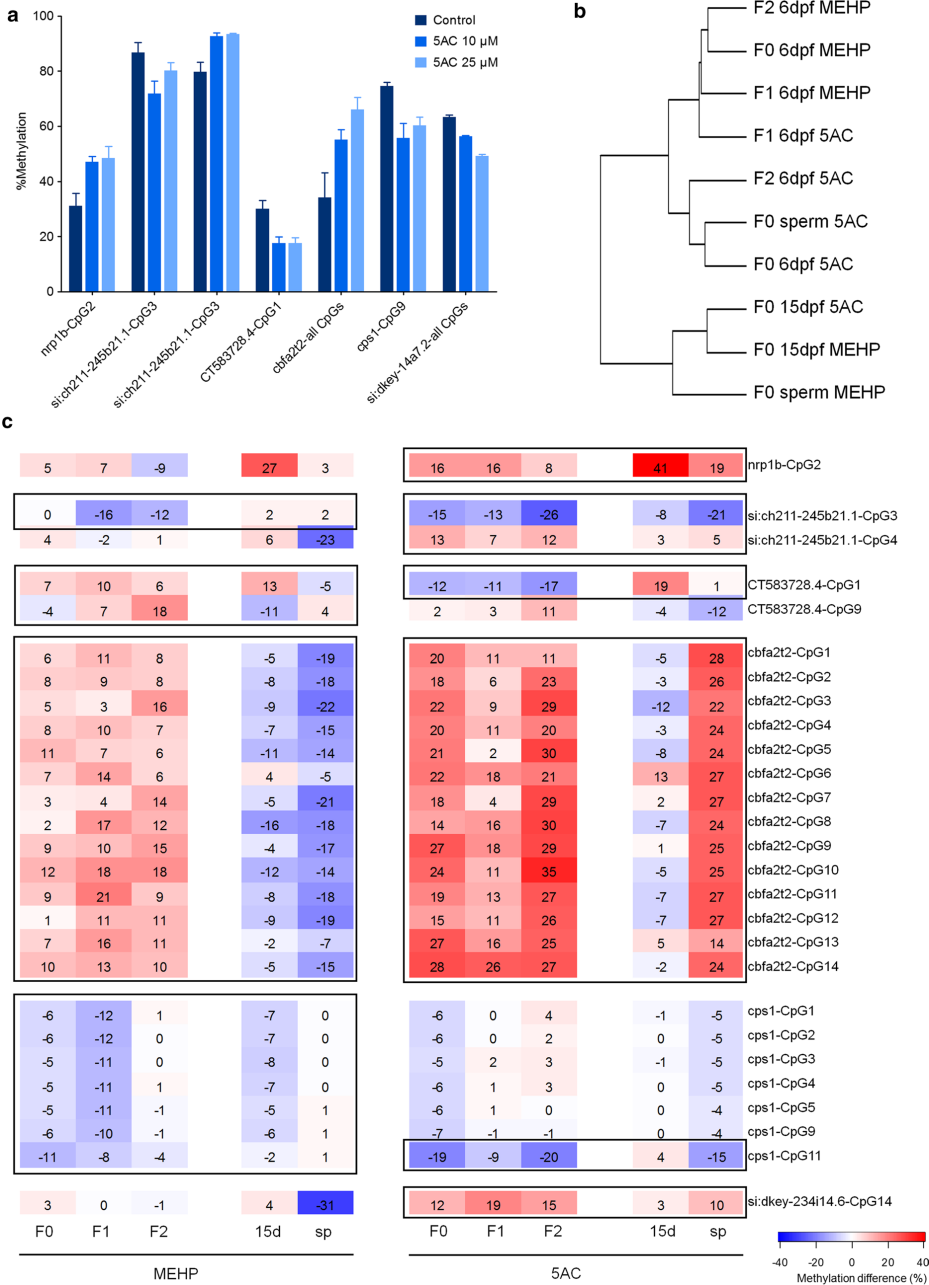
Locus-specific methylation analysis of different larval stages and sperm over generation following exposure to mono(2-ethylhexyl) phthalate (MEHP) and 5-azacytidine (5AC). **a** Loci showing significant effects with both 10 and 25 µM 5AC exposures compared to control at F0 6 dpf.* Error bars* represent SEM. **b** Hierarchical clustering of generational effects on DNA methylation differences of MEHP and 5AC exposures at 6 and 15 dpf and in sperm from F0 compared to their respective generational or tissue-specific controls (ward clustering). **c** Heat map showing the methylation difference compared to control of all CpG sites over generations (F0, F1 and F2) and 15 dpf (15) and sperm (sp) with at least one significant differentially methylated CpG, exhibiting a methylation difference of more than 10% as indicated by the *black squares*. Each stage or tissue-specific sample was compared with the controls from the same stage

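Sperm differed from larvae most at si:dkey-14a7.2, with 8.81 ± 5.09% in control sperm (SD, n = 6) against 61.4% in control larvae at 6 dpf, and at gabrz, with 93.3 ± 5.21% against 48.9 ± 0.829%. At 15 dpf, control larvae read 55.9 ± 10.6% at cbfa2t2 and 63.6 ± 3.42% at si:dkey-14a7.2 (n = 5 pools). In a Ward clustering of the 16 group means, the 3 sperm groups formed a cluster of their own, and so did the 3 groups of 15 dpf larvae. The sperm cluster held when any locus was left out, while the smallest cluster with all 15 dpf groups held 4 to 6 groups when any of 6 other loci was left out and 9 without cbfa2t2. Clustering carries no test.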

Hierarchical clustering of methylation levels at specific loci, as determined by BisPCR2 analysis, revealed that samples from F0 sperm and 15 dpf larvae clustered distinctively from 6 dpf samples (Additional file 1: Figure 7). This age-specific difference in methylation pattern was also apparent when looking at methylation after compound exposure, where methylation differences compared to control for MEHP at 15 dpf and sperm as well as 5AC at 15 dpf clustered distinctively from the 6 dpf samples (Fig. 6b). 

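At 15 dpf, the correlation of differences from control over the 99 CpGs with those of 6 dpf F0 larvae was r = 0.0313 for MEHP (exact permutation of labels, p = 0.934) and r = 0.0500 for 5AC (exact permutation p = 0.898). For MEHP this turns on 1 locus, since without cbfa2t2 r was 0.662 (exact permutation p = 0.00880, adjusted p = 0.0347). In the Ward clustering of 10 difference profiles, MEHP at 15 dpf, 5AC at 15 dpf and MEHP in sperm formed a cluster of 3. Without cbfa2t2 the smallest cluster with these profiles held all 10. No CpG was changed at 15 dpf after MEHP (limma, 3 CpGs at an unadjusted p under 0.05, 0 by exact permutation) or after 5AC (limma, 13 CpGs at an unadjusted p under 0.05, 0 by exact permutation). By locus mean, gabrz (48.8 against 50.5%) and si:dkey-247m21.3 (65.9 against 67.8%) were lower after 5AC at 15 dpf, each in 5 of 5 pools (exact permutation, adjusted p = 0.0397). Each of these calls was kept in only 2 of 14 alternatives and not by limma over the loci. With a single tank per treatment at 15 dpf, tank and exposure cannot be told apart.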

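For 5AC, differences from control over the 99 CpGs of the 10 loci were correlated between 6 dpf larvae of F0 and F2 (Pearson's r = 0.881, exact permutation of labels, p = 0.00969, adjusted over 10 correlations 0.0323), F0 and F1 (r = 0.804, adjusted p = 0.0290) and F1 and F2 (r = 0.772, adjusted p = 0.0323). They were also correlated between F0 larvae and F0 sperm (r = 0.898, exact permutation p = 0.0147, adjusted p = 0.0368), a call lost in 11 of 24 fits that left out 1 sample. For MEHP, r was 0.688 between F0 and F1 (exact permutation p = 0.0417, adjusted p = 0.0695), 0.581 between F1 and F2 (p = 0.0275, adjusted p = 0.0549) and 0.495 between F0 and F2 (p = 0.155, adjusted p = 0.221). CpGs of a locus are not independent, and cbfa2t2 weighs most. Without it r between F0 and F2 was 0.621 for 5AC and -0.00867 for MEHP. The sign was the same at 57 of 99 CpGs for 5AC in F0 and F2, at 49 in F0 and F1 and at 73 in F1 and F2. By Spearman's rho, 5AC gave 0.455 for F0 with F2 (exact permutation p = 0.123, adjusted p = 0.176), 0.491 for F0 with F1 (adjusted p = 0.162) and 0.634 for F1 with F2 (adjusted p = 0.0137). In the Ward clustering MEHP in F0, F1 and F2 formed a cluster of 3, as did 5AC in F0 and F2 with F0 sperm, and without cbfa2t2 the smallest clusters with these profiles held 9 of 10 profiles. The MEHP cluster also took in 5AC in F1 without CT583728.4, cps1 or si:dkey-234i14.6.

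**Figure D3:**
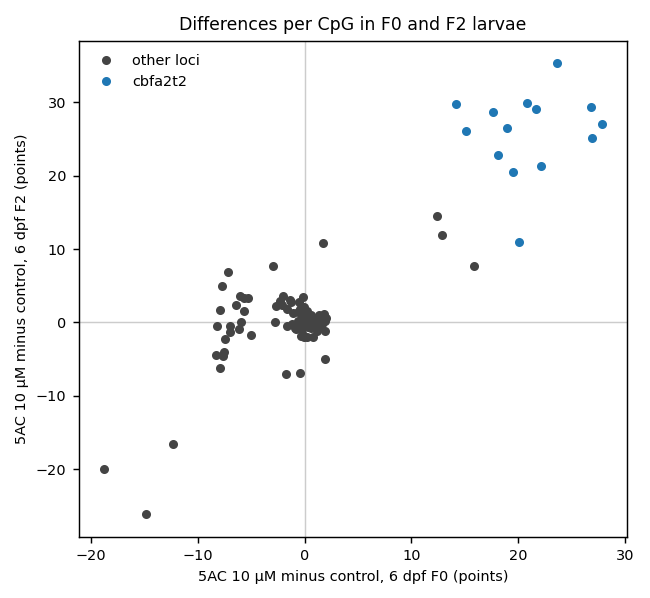
Difference in methylation between 10 µM 5AC and control larvae in percentage points at each of the 99 CpGs, in 6 dpf F0 (horizontal axis) and 6 dpf F2 (vertical axis); blue points are cbfa2t2. All 14 cbfa2t2 CpGs are higher in both generations, and r is 0.881 over all CpGs and 0.621 without cbfa2t2.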

When focused on the difference between controls and exposed samples at all stages and F0 sperm, methylation patterns for MEHP at F0, F1 and F2 cluster together, as well as for 5AC at F0 and F2 (Fig. 6b), indicating that methylation changes caused by developmental exposure to these compounds in F0 are persistent from one generation to the next.

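After MEHP, 0 CpGs were changed in F0 and F1 (limma, 8 and 16 at an unadjusted p under 0.05, 0 by exact permutation) and 0 in F2 (quasi-binomial model, 1 at an unadjusted p under 0.05, 0 by limma and 0 by exact permutation). After 10 µM 5AC, 4 CpGs were changed in F0 (limma, 31 at an unadjusted p under 0.05, 2 by exact permutation), 0 in F1 (limma, 16 at an unadjusted p under 0.05, 0 by exact permutation) and 0 in F2 (quasi-binomial model, 18 at an unadjusted p under 0.05, 0 by limma and 0 by exact permutation). By limma in all 3 generations, 0 CpGs were changed in 2 or more generations for either compound. The 4 CpGs changed in F0 after 5AC, at nrp1b, si:ch211-245b21.1, CT583728.4 and cps1, differed in the same direction in F1 and F2, though nrp1b-CpG2 in F2 only through 1 pool. Leaving out 1 pool gave 0 to 19 changed CpGs in F0, and 0 of the 4 were changed in each of the 12 fits. When reads are taken as independent in a pooled logistic regression, 11 CpGs pass in F2 after MEHP and 20 after 5AC.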

While the largest effects on methylation after BisPCR2 analysis were generally observed with 5AC exposures, we found significant effects over two generations following exposure to both compounds, in 2 and 6 out of 10 loci for MEHP and 5AC, respectively (Fig. 6c). 

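Mean methylation over the 14 CpGs of cbfa2t2 was 34.2 ± 22.0% in F0 controls and 41.0 ± 15.4% after MEHP (SD, n = 6 pools, difference 6.85 points, 3 of 6 pools above the control mean, exact permutation p = 0.481, adjusted p = 0.720). In F1 it was 25.4 ± 11.0% in controls and 37.0 ± 10.9% after MEHP (n = 5, 11.6 points, higher in 4 of 5 pools, exact permutation p = 0.119, adjusted p = 0.225). In F2 it was 26.8 ± 14.3 and 37.5 ± 5.01% (n = 5, 10.7 points, higher in 5 of 5 pools, exact permutation p = 0.159, adjusted p = 0.516). In F0, control replicate 2 read 78.1% and MEHP replicate 5 read 71.8%, while the other control pools read 18.1 to 31.5% and the other MEHP pools 30.9 to 39.7%. The F0 difference was 15.6 points without control replicate 2 and 0.687 points without MEHP replicate 5. F2 pools had at least 4797 reads at each cbfa2t2 CpG, and the locus reads on a compressed scale in control DNA. Repeat runs of single 5AC pools differed by a mean of 9.93 and 6.04 points at its CpGs.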

With MEHP, a transgenerational increase in methylation was observed at the entire *cbfa2t2* locus, averaging from 6.8% in F1 to 11.6 and 10.7% in F1 and F2, respectively. 

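At 15 dpf, mean cbfa2t2 methylation was 49.1 ± 5.53% after MEHP, a difference of -6.81 points from controls (SD, n = 5 pools, lower in 4 of 5 pools, exact permutation p = 0.262, adjusted p = 0.622). In F0 sperm it was 40.3 ± 31.5% after MEHP and 56.0 ± 37.9% in controls (n = 6, -15.7 points, lower in 3 of 6 samples, exact permutation p = 0.431, adjusted p = 0.699). Control sperm samples ranged from 0.611 to 99.2%, and 0 CpGs were changed in sperm after MEHP (limma, 2 at an unadjusted p under 0.05, 0 by exact permutation).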

Interestingly opposite effects were observed at 15 dpf and sperm, where methylation was decreased. MEHP-specific effects were observed at the *CT583728.4* locus up to F2 at CpG1 and CpG9, and F0 and in F1 at all CpGs at the *cps1* locus, but not F2. 

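At CT583728.4-CpG1, methylation after MEHP exceeded that of controls by 6.63 points in F0, 10.3 points in F1 (limma adjusted p = 0.420) and 6.00 points in F2, with an SD of 17.6 between the MEHP pools of F0. At CT583728.4-CpG9 (chromosome 4, 53831344) the difference was -4.00 points in F0 and 7.22 points in F1, and in F2 89.3 ± 7.14 against 71.6 ± 14.2% (SD, n = 5 pools, exact permutation p = 0.0556, quasi-binomial adjusted p = 0.924). The mean over the locus was higher by 3.48 points in F1 (5 of 5 pools, exact permutation p = 0.0159, adjusted p = 0.106) and by 3.40 points in F2 (5 of 5 pools, exact permutation p = 0.0873, adjusted p = 0.516). Mean cps1 methylation was 75.8 ± 7.35% after MEHP in F0, a difference of -5.85 points (n = 6, lower in 6 of 6 pools, exact permutation p = 0.0108, adjusted p = 0.0866). MEHP replicate 1 of F0 read 61.1% and the other MEHP pools 77.2 to 80.9%. In F1 mean cps1 methylation was 67.5 ± 9.64 against 77.8 ± 3.91% (n = 5, -10.3 points, lower in 4 of 5 pools, lowest MEHP pool 51.6%, exact permutation p = 0.0317, adjusted p = 0.106) and in F2 72.0 ± 11.0 against 72.8 ± 5.08% (n = 5, exact permutation p = 0.897). Both CpGs of CT583728.4 read low in fully methylated control DNA, and F2 depth there was at least 4025 reads.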

For 5AC, a strong transgenerational effect at the *cbfa2t2* locus was found, with an average regional increase in methylation up to 25% in F2 compared to control. Furthermore, transgenerational effects were observed at specific CpG sites at *nrp1b*-CpG2 (hyper), *si:ch211*-*245b21.1*-CpG3 (hypo), *si:ch211*-*245b21.1*-CpG4 (hyper), *CT583728.4*-CpG1 (hypo), *si:dkey*-*234i14.6*-CpG14 (hyper). 

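After 10 µM 5AC, mean cbfa2t2 methylation was higher than in controls by 20.9 points in F0 (6 of 6 pools, exact permutation p = 0.0649, adjusted p = 0.130), by 12.3 points in F1 (37.8 ± 3.10%, SD, n = 5, 5 of 5 pools, exact permutation p = 0.0714, adjusted p = 0.238) and by 25.9 points in F2 (52.6 ± 12.7%, n = 5, 5 of 5 pools, exact permutation p = 0.0238, adjusted p = 0.198). At 25 µM in F0 the difference was 32.0 points (6 of 6 pools, exact permutation p = 0.0173, adjusted p = 0.0541). Direction was thus the same in each generation. In F1 and F2 a single locus cannot pass the adjusted exact test with 5 against 5 pools, and by limma over the loci the adjusted p was 0.0886 in F1 and 0.0911 in F2. In F0 sperm the mean was 80.4 ± 31.8% after 5AC (n = 6, exact permutation p = 0.242, adjusted p = 0.458). Control replicate 2 (78.1%) and 5AC replicate 3 (37.3%) of F0, 5AC replicate 2 of sperm (17.7%) and 5AC replicate 1 of F2 (30.7%) lay far from their groups. Of 12 fits that left out 1 pool at 10 µM in F0, 1 called the locus, without control replicate 2 (exact permutation adjusted p = 0.0108). F0 depth is unknown.

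**Figure D4:**
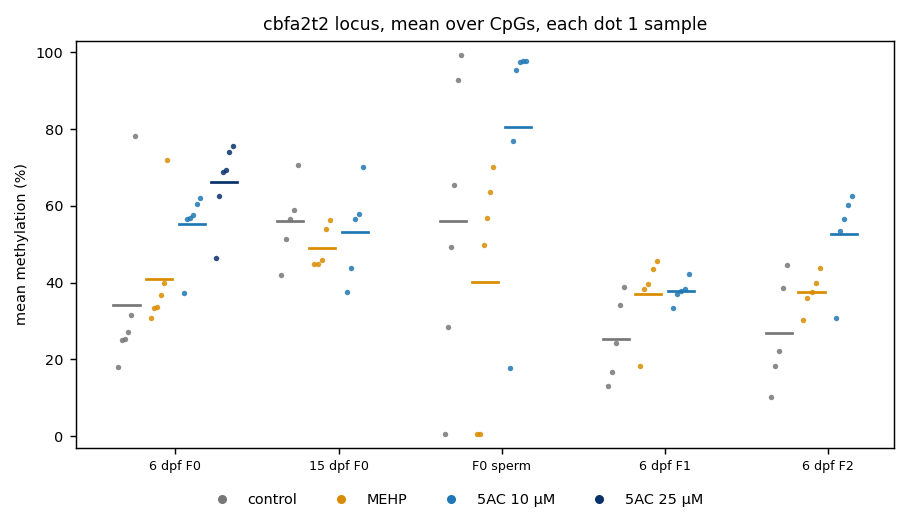
Mean methylation in percent over the CpGs of cbfa2t2 by stage; each dot is 1 pool or sperm sample and lines are group means for controls (grey), MEHP (orange), 10 µM 5AC (light blue) and 25 µM 5AC (dark blue). Control sperm samples spread from 0.611 to 99.2%, and the 6 dpf F0 controls from 18.1 to 78.1%.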

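In F1 and F2, group means after 5AC lay on the same side of the controls as in F0 at each of these CpGs, for nrp1b-CpG2 in F2 through 1 pool only, and none of the differences in F1 or F2 passed the adjustment over 99 CpGs. The largest was at si:ch211-245b21.1-CpG3 (chromosome 3, 48276633), where F2 larvae read 66.1 ± 12.0% after 5AC and 92.1 ± 2.93% in controls (SD, n = 5 pools, exact permutation p = 0.00794, the smallest that 5 against 5 pools allow, quasi-binomial adjusted p = 0.0859). In F1 this CpG read 80.7 ± 6.79 against 94.0 ± 1.48% (n = 5, exact permutation p = 0.00794, limma adjusted p = 0.103), and in F0 the difference was -14.8 points (limma adjusted p = 0.0964). After MEHP, with the same controls, it was 0.409 points in F0, -16.2 points in F1 (exact permutation p = 0.00794, limma adjusted p = 0.265) and -11.9 points in F2 (exact permutation p = 0.310), where the lowest MEHP pool read 50.9% and the group mean was 80.2%. At si:ch211-245b21.1-CpG4 the difference was 7.01 points in F1 (limma adjusted p = 0.329) and 11.9 points in F2 (exact permutation p = 0.00794, adjusted p = 0.117). At nrp1b-CpG2 it was 15.5 points in F1 (exact permutation p = 0.00794, limma adjusted p = 0.305) and 7.72 points in F2, where 1 of the 5AC pools read 75.6% and the mean of the other pools lies below that of controls. At CT583728.4-CpG1 it was -11.1 points in F1 (limma adjusted p = 0.337) and -16.5 points in F2 (exact permutation p = 0.0794, adjusted p = 0.614), where control pools read 14.2 to 56.1%. At si:dkey-234i14.6-CpG14 (chromosome 25, 36706828) it was 12.4 points in F0 (limma adjusted p = 0.475), 19.1 points in F1 (exact permutation p = 0.00794, limma adjusted p = 0.122) and 14.5 points in F2 (exact permutation p = 0.0397, adjusted p = 0.312). The F0 difference at this CpG rests mostly on 1 control pool that read 19.3%, where the F0 controls averaged 71.7 ± 26.8%. All 5 CpGs read lower in fully methylated control DNA than other CpGs of their locus. Sperm samples of control fish spread widely at some of them, such as si:ch211-245b21.1-CpG4 from 52.8 to 99.0% and CT583728.4-CpG1 from 2.59 to 66.3%. F2 depth was at least 4040 reads at these CpGs, apart from 14 reads in 1 MEHP pool at nrp1b-CpG2. The paper states that effects at these CpGs are transgenerational.

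**Figure D5:**
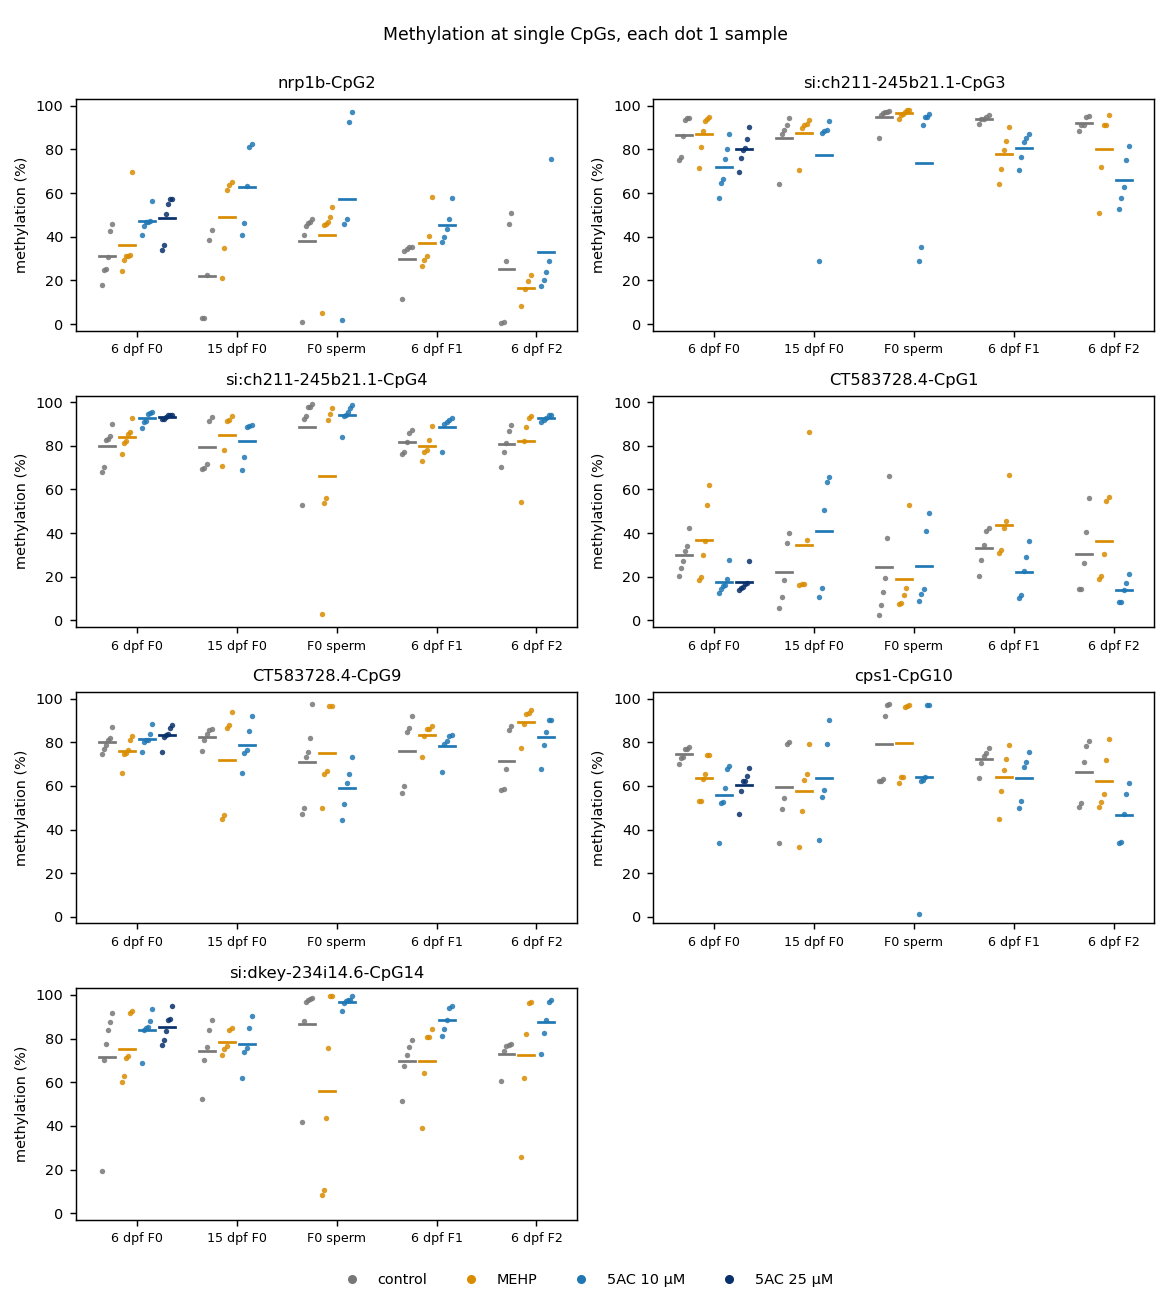
Methylation in percent at 7 CpGs the paper names, by stage, with cps1-CpG10 taken for the paper's CpG11; each dot is 1 pool or sperm sample and lines are group means for controls (grey), MEHP (orange), 10 µM 5AC (light blue) and 25 µM 5AC (dark blue). At si:ch211-245b21.1-CpG3 the 5AC pools lie below the control pools in F1 and F2, and single sperm samples lie apart at most of the CpGs.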

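Mean cps1 methylation after 10 µM 5AC was 73.8 ± 5.94% in F0 against 81.7% in controls (SD, n = 6, -7.83 points, lower in 5 of 6 pools, exact permutation p = 0.0173, adjusted p = 0.0577). The difference was -1.28 points in F1 (exact permutation p = 0.730) and -2.14 points in F2 (exact permutation p = 0.524). A single CpG near the end of the locus, cps1-CpG10, which is taken here for the paper's CpG11 without certainty, differed by -8.57 points in F1 (limma adjusted p = 0.434) and by -19.9 points in F2, 46.5 ± 12.5 against 66.4% (n = 5, exact permutation p = 0.0635, quasi-binomial adjusted p = 0.233). Its neighbour cps1-CpG11 differed by -7.42 points in F0, -2.08 in F1 and -2.24 in F2. cps1-CpG10 reads 78.5% in fully methylated control DNA against a median of 96.1% at the other CpGs of the locus.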

At the *cps1* locus, a regional hypomethylating effect is present at F0, but not propagated to F1 and F2; however, a transgenerational effect is observed at CpG11.

## Discussion

In this study, we used next-generation sequencing to analyze DNA methylation on a genome-wide scale using zebrafish as an alternative model, in order to detect regional and site-specific changes following exposures to MEHP and 5AC. Our *dnmt* gene expression data and global methylation approach confirmed that both compounds interfered with DNA methylation pathways. RRBS analysis allowed us to link DMRs to specific pathways and aided in the prediction of adverse effects of these compounds. With the use of loci-specific bisulfite sequencing, we detected differentially methylated sites that persisted over two generations with both MEHP and 5AC exposures. We show that the combination of genome-wide analysis, followed by loci-specific analysis of newly discovered DMRs in subsequent generations, provides important insights in DNA methylation changes involved in transgenerational effects of developmental exposure to xenobiotic compounds.

To our knowledge, we show for the first time that developmental exposure to compounds specifically targets DNA methylation at conserved non-genic regions. We used a computationally derived list of zfCNEs which contained over 54,000 regions [35]. CNEs are generally located outside genic regions and can have cis-regulatory functions such as enhancers or silencers [36]. The zfCNEs are conserved in many species (at least three species per region), and have a 22% overlap with mice and human CNEs [35]. Furthermore, these regions show about 23% overlap with empirically derived developmental enhancer regions (H3K4me1 and H3K27Ac [34]), indicating a significant role for zfCNEs in early development. However, no enrichment was observed on developmental enhancer regions in this study, suggesting a regulatory function for zfCNE-specific DMRs outside developmental enhancers. Notably, DMRs were generally found outside gene bodies and outside CpG islands (specifically for 5AC), and were not enriched at promoter regions which indicates that DMRs are located at distal regulatory sites. A recent study summarizing DMRs derived from several transgenerational studies in rats exposed to different classes of compounds found an overrepresentation of DMRs at low CpG content areas, from both somatic tissues as sperm-specific DMRs [37]. Although we did not observe such effects with MEHP, 5AC-specific DMRs were over represented outside CpG islands. Further research to elucidate the functional and phenotypical significance of differential DNA methylation on these conserved elements is warranted. The application of novel methods using clustered regularly interspaced short palindromic repeat-CAS9 (Crispr/CAS9) engineered with de novo methylation and demethylation catalytic domains would be useful to target these specific regions and shed light on the functional significance of induced changes in DNA methylation [38, 39].

5-Azacytidine belongs to the family of azanucleosides, which are known cytotoxic and teratogenic agents, of which 5AC is the least toxic derivate [40]. We exposed embryos to 5AC at concentrations that were below the effect concentration in zebrafish embryo toxicity tests based on our own results and others [29, 41, 42]. Nevertheless, developmental exposure of zebrafish embryos to 5AC resulted in transgenerational effects on larval body length as well as direct effects on gastrointestinal development in F0 larvae at 15 dpf. IPA analysis revealed enrichments of genes involved in gastrointestinal diseases as well as HNF4a regulation. HNF4a is known to be involved in liver and intestinal development and is in combination with CDX2 crucial for columnar cell formation [43]. Interestingly, loss of columnar cells formation after *dnmt1* knockdown in zebrafish has been observed previously [44]. Additionally, we found direct and transgenerational effects of 5AC exposure on the *cbfa2t2* gene body. Effects on intestinal development and secretory cells formation in the small intestine have been reported for CBFA2T2^−/−^ mice, which also exhibit smaller phenotypes [45]. Although further research is necessary, our results point to a role for DNA methylation in intestinal development via Hnf4a signaling and suggest that the regional change in *cbfa2t2* methylation could be an interesting target.

MEHP-specific DMRs could be linked to genes that are involved in diseases known to be associated with this compound, in particular pathways related to obesity, mostly found on hypomethylated DMRs. MEHP is known to exert its adipogenic action via peroxisome proliferator-activated receptors (PPARs) [18]. IPA analysis revealed significant enrichment in upstream regulation of both PPARγ and PPARα and enrichments in upstream regulators TGFβ and WNT7a, all involved in adipogenic processes. The significant enrichment of the adipose tissue development gene list together with the enriched prediction molecules, cyclic AMP and dexamethasone and isobutylmethylxanthine, essential factors in the stimulation of adipogenic differentiation, implies a strong role of MEHP in adipogenesis. However, no effects were found on adipocyte differentiation in vivo (Bastos-Sales et al., unpublished results), suggesting that DMRs related to adipogenesis after direct exposure do not persist in adulthood. Furthermore, enrichments of upstream regulators as SOX2 and ASCL1 point to neurodevelopmental effects following MEHP exposure. Some of these upstream regulators are specifically enriched at zfCNEs, suggesting a regulating role of these conserved elements on neuronal development. Interestingly, the increased mRNA expression of *dnmt3bb.1* and *2*, known to be involved in brain development [46], coincides with hypermethylation of these genes at zfCNE DMRs.

Transgenerational effects with persistent differential DNA methylation of specific loci following developmental exposure to both compounds were observed up to the F2 generation. We identified 2 and 6 out of 10 loci that showed transgenerational effects for MEHP and 5AC, respectively. From the 6 loci that were transgenerationally inherited following 5AC exposures, 5 exhibited the same effect on methylation that was found in sperm samples of F0 fish. Although studies have shown altered methylation patterns in progeny from exposed ancestors, site-specific transgenerational effects that are persistent over generations, as we observe, are rarely reported [47]. For example, in an exposure study of zebrafish adults to either 5AdC, 2,3,7,8-tetrachlorodibenzo-p-dioxin or methylmercury, effects on DNA methylation were observed from F0 livers to F1 zebrafish larvae in methylmercury exposures and no transgenerational effects were observed with any of the exposures [48]. In adult male mice exposed to 5AdC, direct effects on the sperm epigenome were found, but in subsequent generations no effects on DNA methylation were seen [49]. Both studies, however, assessed methylation differences after exposure to adults, which could disrupt methylation in gametes, but misses the sensitive windows of reprogramming events during early development. Furthermore, the mode of action of 5AdC compared to 5AC might differ, since only 10–20% of 5AC will be actively incorporated into the DNA [28]. 5AC shows persistent locus-specific effects spanning generations and suggests that specifically by 5AC, a methylation state can be inherited in zebrafish from one generation to another. Interestingly, the transgenerational effects on methylation of specific loci in F0, F1 and F2 larvae were not consistently reflected in the methylation status of sperm DNA from F0 adults for MEHP. For example, developmental MEHP exposure showed transgenerational hypermethylation of the *cbfa2t2* locus, while F0 sperm showed hypomethylation. This raises the question whether only the paternal methylome acts as a template for DNA methylation, as suggested by others [13, 16]. Alternatively, differential methylation in somatic tissue does not necessarily reflect the methylation status observed in sperm [37]. In contrast to 5AC, we found moderate effects at the 10 analyzed loci following MEHP exposure; however, a few loci exhibited differences in DNA methylation over generations. Early life exposure to DEHP, the parent compound of MEHP, is known to exhibit effects later in life in rodents [19], and transgenerational effects have been found, related to behavior, obesity, early onset of puberty and effects on reproductive organs [24, 50–52]. Furthermore, similar effects on reproductive endpoints have been found in zebrafish after chronic exposure to MEHP, indicating similar modes of action between mammals and zebrafish [53]. Our finding of transgenerational DNA methylation changes in zebrafish exposed to MEHP is also corroborated by other studies in rodents with the DEHP. Transgenerational effects on the sperm methylome have been observed in F3 progeny of F0 pregnant rats exposed to a mixture of plasticizers (DEHP, bisphenol A and dibutylphthalate) [23]. Specifically, over 190 DMRs were found in sperm of F3 progeny; however, no analysis was performed in F2 or F1, which could link these specific DMRs toward transgenerational epigenetically inherited DMRs. A recent study observed moderate intragenerational effects (F0–F1) and no transgenerational effects (F3) on imprinted genes in mice prospermatogonia exposed to 300 mg/kg/day DEHP [25]. However, both studies focused on primordial germ cell reprogramming, since this reprogramming event specifically establishes gender-specific gene imprints in mammals [54]. However, the first wave of reprogramming could be equally essential in epigenetic inheritance as is emphasized by a study in which mice exposed to low doses of DEHP (40 µg/kg/day) directly after fertilization showed effects on DNA methylation at imprinted genes in oocytes up to F2 progeny [26]. In this study, both reprogramming events were included and may explain the strong effects on the imprinted genes up to F2 progeny. These results indicate that not only the reprogramming of primordial germ cells but also the first demethylation wave is of importance in transgenerational epigenetic inheritance.

Many studies have shown the strength of using zebrafish as a vertebrate model to assess DNA methylation [41, 48, 55, 56]. The use of whole zebrafish larvae allows for the assessment of an advanced functional organism for changes in DNA methylation. The drawback of using whole larvae is the complexity of many different cell lineages, each with their own transcriptome and methylome. Small differences in phenotype following exposures may reflect DNA methylation differences due to cell type composition, rather than a compound-specific change in DNA methylation. We cannot completely exclude the possibility that compound exposures may have affected specific cell populations, leading to non-specific effects on DNA methylation. However, to avoid this, we measured DNA methylation in embryos exposed to concentrations that were below the no effect concentration for embryo toxicity. For MEHP, the persistent effects on DNA methylation in subsequent generations were not accompanied by any effects on length. Furthermore, pathways described in previous studies and known to be affected by these compounds were confirmed in our study. Therefore, our results indicate that effects on methylation were directly related to the mode of action of the compound, and not to non-specific effects.

## Conclusions

Developmental exposure of zebrafish embryos to MEHP and 5AC resulted in differential DNA methylation specifically at zfCNEs, suggesting a functional role of DNA methylation on these sequences, conserved throughout evolution. A number of loci that were differentially methylated directly after exposure were also differentially methylated in subsequent generations, indicating transgenerational effects on DNA methylation after developmental exposure to 5AC and MEHP. In the case of 5AC, phenotypic changes were observed in embryo morphology in F1 and F2 progeny. Further research is needed to demonstrate the functional significance of methylation changes in the specific loci studied, as well as genome-wide DMR characterization in F1 and F2 progeny to further map transgenerational effects. Additionally, it is important to link DMRs to histone modifications, and expression of mRNAs and non-coding RNAs to get a view of possible interactions in epigenetic landscapes.

## Methods

### Chemicals

5-Azacytidine (5AC, >98%) was obtained from Sigma (Germany). Mono(2-ethylhexyl) phthalate (MEHP, >99%) was purchased from AccuStandard (USA). Dimethylsulfoxide was purchased from Acros Chemicals (Belgium). The standards 5-methyl-2′-deoxycytidine (mC) and 2′-deoxyguanosine (G) and 5-hydroxymethyl-2′-deoxycytidine (hmC) were purchased at MP biomedicals (the Netherlands), Sigma (Germany) and Carbosynth (UK), respectively. The internal standards for LC/MS analysis (2′-deoxyguanosine-^13^C10,^15^N5 (G-^13^C10^15^N5), 5-methyl-2′-deoxycytidine-d3 (mC-d3) and 5-hydroxymethyl-2′-deoxycytidine-d3 (hmC-d3)) were obtained from Toronto research chemicals (TRC, Canada).

### Zebrafish husbandry

This study was performed in accordance with European Directive 2010/63/EU implemented in the Dutch Act on Animal Experiments. The protocol was approved by The Committee on the Ethics of Animal Experiments of the VU University of Amsterdam under permit number DEC IVM 11-01. All efforts were made to minimize suffering.

Wild-type AB adult zebrafish (*Danio rerio*) were maintained in a recirculation system under a light regimen of 14 h light/10 h dark at a density of 8 fish/L. The parameters of the recirculation system water were: temperature, 26 ± 0.5 °C, pH 7.4 ± 0.2 and conductivity, 525 ± 50 µS. Embryos were obtained by natural mating for an hour of 2 family crosses (6 males:6 females per tank) in 2-L tanks.

### Exposures and transgenerational design of experiment

Fresh stock solutions of 5AC and MEHP were prepared daily in DMSO at concentrations of 10 and 25 mM for 5AC, and 30 mM for MEHP. Embryos (F0) were collected directly after fertilization and immediately transferred to petri dishes containing the chemicals at the final concentration of 0.01% DMSO (1.4 µM), 10 µM 5AC, 25 µM 5AC or 30 µM MEHP in medium (294 mg/L CaCl_2_, 123 mg/L MgSO_4_, 64.7 mg/L NaHCO_3_, 5.7 mg/L KCl), allowing exposures directly after fertilization. Fertilized and good quality eggs were selected under a stereomicroscope (M7.5 Leica, Eindhoven, the Netherlands), and randomly transferred to a 24-well suspension culture plate in pools of 12 embryos/well containing 2 mL of exposure medium, and maintained in an incubator on a 14-h light/10-h dark cycle at 26 °C. Each day, embryos (from 1 to 6 dpf) were checked for developmental malformations and 90% exposure medium was refreshed with freshly made exposure medium. After 6 days, the exposure was terminated, and pools of zebrafish larvae were collected for RNA and DNA analysis (Table 3) and a total of 120 larvae were equally divided over 4 tanks containing 300 mL medium per treatment. Feeding of 2.3 mg powdered baby food (Sera micron) and 2 mL of *Tetrahymena* suspension twice a day was started at this time point. At 15 dpf, one tank of fish was used to for DNA and RNA analysis (Table 3). The fish from the other three tanks were transferred to a 2-L tank and maintained in the recirculation system. Fish were fed twice with 6 mg powdered feed (Tetraminbaby/Tetrapro) and 5 mL of *Tetrahymena* suspension and once with 5 droplets of Artemia suspension a day per tank. From 20 dpf on, fish were fed with 6 mg powdered feed and 5 mL Artemia suspension. After 23 weeks, fish were able to produce enough eggs for subsequent analyses and the establishment of F1 generation. From each tank, 8 males and 12 females were crossed in 2 separate groups, and eggs were collected, and after 24 h pooled similarly as described above. From each tank, replicate pools of larvae were taken for RNA and DNA analysis at 6 dpf (Table 3) and from each tank 80 larvae were equally divided over 2 × 300 mL tanks. At 15 dpf one tank was used for DNA analysis (Table 3) and the fish from the other tanks were transferred to 2-L tanks. Similar as above, F1 was raised and mated at 23 weeks of age to generate F2. F2 was raised until 6 dpf, when larvae were collected for further analysis. See Fig. 1 for details.

**Table 3:** Number of biological replicates analyzed per exposure

Samples per exposure group	Gen	Length	DNA^a^	RNA^a^	Global methylation^b^	RRBS^b^	BisPCR2^b^
3 dpf Larvae	F0	68–76					
6 dpf Larvae	F0	50–60	6	5	6	5	6
15 dpf Larvae	F0	10	5		5		5
Brain per gender	F0		15		15		
Liver per gender	F0		15		15		
Sperm	F0		15		15		6
6 dpf Larvae	F1	30	9		9		5
15 dpf Larvae	F1	30	9		9		
6 dpf Larvae	F2	30	9		9		5

^a^Pool of 10 or 2 larvae for 6 or 15 dpf, respectively

^b^Number of biological replicates used in specific methylation analysis

### Length analysis

Images from hatched zebrafish (3, 6 and 15 dpf) were analyzed by ImageJ. From each time point at each generation, the difference in length was calculated, and a two-tailed *t* test was performed with a Bonferroni correction for multiple comparisons per exposure, comparing the different generations.

### Gene expression analysis

RNA was purified using the Nucleospin total RNAII extraction kit (Macherey–Nagel, Germany). RNA was extracted from pools of 10 or 2 larvae (6 or 15 dpf, respectively) (Table 3). Larvae were collected in tubes with ceramic beads and snap-frozen in liquid nitrogen. RA1 lysismix (Macherey–Nagel, Germany) was added to the tubes and samples were homogenized using Precellys homogenization (Precellys, USA), followed by RNA extraction according the manufacturers’ protocol. Equal amounts of RNA were reverse transcribed with the high-capacity cDNA RT kit (Applied Biosystems, Grand Island, NY), followed by a 10 times dilution of the cDNA reaction with Milli-Q water. QPCRs on the diluted cDNA were performed in 10 µL, containing 5 µL Lightcycler 480 SYBR Green I Master mix (Roche, Norway), 250 nM of forward and reverse primers, 2 µL diluted cDNA and Milli-Q water, in technical duplicates. PCR was performed on a Roche Lightcycler 96 (Roche, Norway), with 5-min denaturation at 95 °C, followed by 40 cycles of 15 s at 95 °C and 45 s at 60 °C. After the run a melting curve was generated from 60 to 90 °C. Primers for reference genes were developed using the Primer-BLAST software from NCBI (http://www.ncbi.nlm.nih.gov/) (Additional file 1: Table 3). *Dnmt* primer sequences were obtained from a recently published study [57] (Additional file 1: Table 3). All primers were validated for specificity by melting curve analysis and gel electrophoresis. Efficiency of primers was determined against a dilution curve of pooled zebrafish cDNA. Cq values were determined using linreg [58]. Five reference genes were measured (*hprt1*, *ef1a*, *beta*-*actin*, *hmbs* and *rps18*), of which *ef1a* and *hprt1* were most stable and were used for relative gene expression calculations, using the geometric average of two reference genes as described earlier [59]. Statistical analysis was performed in GraphPad 5.04 (GraphPad Software Inc., La Jolla, CA). For statistics, relative gene expression was log2-normalized and ANOVA was performed per gene, with Dunnets’ post hoc tests for multiple comparisons.

### DNA purification

Precipitation and purification of genomic DNA was performed with the Gentra puregene tissue DNA extraction kit (Qiagen, Germany). Pools of zebrafish (Table 3) were snap-frozen in liquid nitrogen. Prior to DNA extraction the pools of zebrafish larvae were disrupted in lysis buffer with a 20G needle. DNA was extracted as described earlier [29]. Quality of DNA was assessed by gel electrophoreses for fragmentation and RNA contamination, and quantity and purity by NanoDrop (ND-1000, Thermo Scientific, Germany).

### Global methylation analysis

Analysis of mC and hmC relative against G was analyzed with liquid chromatography–tandem mass spectrometry (LC/MS, Agilent 6490) as described previously [29], with modifications. To account for fluctuations between LC runs, we adapted the protocol with the inclusion of labeled internal standards for each of the analytes. Genomic DNA (200 ng in 10 µL E buffer) was digested by adding 10 µL of a mixture of benzonase, phosphodiesterase and alkaline phosphatase (50 U/mL, 60 mU/mL and 40 U/mL, respectively (Sigma, Germany) in buffer (20 mM TRIS, 100 mM NaCl and 20 mM MgCl_2_, pH 7.9). A standard curve was included with percentages that were expected in zebrafish (0–12% mC and 0–1% hmC), based on molarity of mC and hmC relative to G (345 nM in 200 µL). Following incubation of 6 h at 37 °C, a mix of internal standards was added to the samples and standards, with final concentrations of 345, 20 and 0.69 nM for G-^13^C10^15^N5, mC-d3 and hmC-d3, respectively, in a final volume of 200 µL. For LC/MS analysis, the same mass transitions were used as described earlier [29], but with extra mass transitions of 283.3/167.2 for ^13^C10^15^N5-G, 261.1/145.1 for hmC-d3 and 245.1/129.1 for mC-d3. Ionization-specific parameters were similar for all compounds; dwell time 50 ms, collision energy 2 V, fragmentor 380 V, cell accelerator voltage 4. QQQ-specific parameters were a gas temperature of 200 °C, gas flow of 14 L/min, nebulizer gas at 45 psi, sheath gas temperature of 350 °C, sheath gas flow of 7 L/min, capillary voltage of 3000 V (positive mode), nozzle voltage of 500 an iFunnel parameters of high-pressure RF of 150 psi and low-pressure RF of 60 psi. For all samples and calibration curves, we first calculated the ratio in peak areas of mC/mC-d3 (ratio mC), hmC/hmC-d3 (ratio hmC) and G/G-^13^C10^15^N5 (ratio G), followed by (ratio mC/ratio G) and (ratio hmC/ratio G). For the standard curve, these ratios were plotted against the percentage (hydroxy)methylation (0–12% for mC and 0–1% for hmC). We added a quality control (QC) sample to every series to calculate the deviation between experiments. This QC sample consisted of a pool of 48 hpf zebrafish DNA. All samples were interpolated in the calibration curves. Statistical significance was performed with ANOVA, using Dunnets’ multiple comparison post hoc tests within GraphPad software 5.04 (Inc., La Jolla, USA).

### Reduced representation bisulfite sequencing (RRBS)

Genomic DNA was measured with the Quant-it Picogreen dsDNA assay (Thermo Fischer) and 1 µg total genomic DNA was digested overnight with MspI at 37 °C (NEB, USA). Digestions were terminated by adding 0.5 M EDTA, and digested DNA was purified on a GeneJET PCR purification column (Thermo Fischer). A library was made using the NEBNext Ultra DNA library preparation kit for Illumina, including methylated index adapters. Adapter ligated fragments were bisulfite converted using the Zymo EZ DNA Methylation Gold kit (Zymo Research, USA), followed by 14 cycles of PCR. PCR products were purified using AMPure XP beads and quality was assessed on a Bioanalyzer (Agilent, Belgium), using a high-sensitivity DNA chip (Agilent, Belgium). Concentration of the library was measured by QPCR. Samples were pooled in equal concentrations and sequencing was performed on an Illumina HiSeq 2500 in paired end (2 × 100 bp), according to the manufacturers’ recommendations for RRBS sequencing. Data analysis was performed using a bisulfite analysis pipeline, developed by Babraham institute (UK). Detailed procedures are provided in supplementary materials and methods (Additional file 2). In short, after sequencing, Fasta files were first adapter and quality trimmed with Trim_galore (version 0.4.0, Babraham bioinformatics), followed by Bismark alignment (version 0.14.5, Babraham bioinformatics, [30]) to the recently released zebrafish genome assembly GRCz10. Downstream analysis was performed with the methylKit package in R (version 3.2.2), using logistic regression analysis with a sliding linear model to correct for multiple comparisons, using Benjamini–Hochberg false discovery rate (FDR) correction (Q-value) [60]. Within methylKit, our approach was to detect differentially methylated regions (DMRs) by dividing the genome in 300-bp tiles containing at least 4 mutually covered Cs in CpG context, with at least 5 reads per C, resulting in ≥20 observations in each replicate, while controlling the FDR at 0.01 and using a methylation difference cutoff of 10%. The use of 5 pooled replica’s per treatment, a sufficient read depth over multiple CpG sites, and the use of logistic regression, combined with an FDR approach should account for sampling bias. A second approach was to identify specific differentially methylated CpG sites (DMCs) for downstream locus-specific analysis. We used logistic regression analysis on Cs in CpG context with at least 10 reads, with FDR controlled at 5% and a difference cutoff of 20%.

We used the DMRs in the Seqmonk genome browser (version 0.32) to investigate enrichment on different features, gene promoters, gene bodies, CpG islands and shores. Gene promoters were defined as 2000-bp upstream of a transcriptional start site (TSS). CpG islands were calculated according to the Takai and Jones algorithm [61]. We adjusted the parameters because of the different GC content and observed/expected ratio of CpG sites in zebrafish compared to mammals (CG > 0.45, o/e > 0.65), and defined shores as 2000-bp regions surrounding the CpG islands. Furthermore, we used a list of zebrafish conserved non-genic elements (zfCNEs) [35] and regions with developmental enhancer marks [12] to calculate enrichment on these specific elements.

### Pathway analysis

Associated genes from DMRs were predicted using Genomic Regions Enrichment of Annotations Tool (GREAT) [62]. This tool predicts gene functions of cis-regulatory elements in a genome. We took the standard parameters used in GREAT to predict functional genes (5000-bp upstream and 1000-bp downstream of a TSS, with an extension of max 1 Mb to the next regulatory domain of the nearest gene). The resulting gene list was used in Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity). IPA uses canonical pathways based on human, mice and rat data, but is able to import and analyze zebrafish gene homologs, based on mammalian knowledge bases. Since there is no apparent relationship between genes expressed and the methylation state of a regulatory region, we did not provide the methylation difference as an extra parameter in IPA. We used IPA to predict upstream regulatory features and to search for enrichments in toxicology and disease gene lists. IPA analysis was performed using Fischer’s exact test and *P* values <0.05 were considered significant.

### BisPCR2

For validation of RRBS data and analysis of DMCs in F0 15 dpf, sperm and subsequent 6 dpf generations (F1 and F2), we used a recently developed method by Bernstein et al. [32]. Detailed procedures are presented in supplementary materials and methods (Additional file 2). BisPCR2 uses two rounds of PCR on bisulfite converted DNA. One round is used for amplifying bisulfite converted DNA using specific primers with Illumina adapter overhangs. After PCR#1, all amplicons of one sample are pooled in equal amounts and subjected to a second PCR using the standard Illumina library and index primers as reported by Bernstein et al. [32]. From the single CpG analysis from the RRBS results, we initially selected 10 Cs in loci which were differentially methylated in either 5AC or MEHP exposures (Additional file 1: Table 4). We validated this method using a calibration curve of control DNA from 0 to 100% methylated DNA for efficiency assessment of the PCRs and technical variation using two samples that were assessed in duplicate. Sequencing was performed on an Illumina MiSeq sequencer (Illumina Inc., USA) as described by Bernstein et al. Mapping of sequences and statistics was performed similarly as with RRBS analysis.

## Additional files

**Additional file 1.** A Microsoft Word document that contains the additional Tables and Figures as cited in the main text.

**Additional file 2.** A Microsoft Word document that contains detailed descriptions of used bioinformatics and the BisPCR2 method.

**Additional file 3.** A Microsoft Excel spreadsheet that contains all the DMRs and IPA output for MEHP.

**Additional file 4.** A Microsoft Excel spreadsheet that contains all the DMRs and IPA output for 5AC.

## Abbreviations

MEHP: mono(2-ethylhexyl) phthalate
5AC: 5-azacytidine
dpf: days post-fertilization
hpf: hours post-fertilization
mC: methyl cytosine
DNMT: DNA methyltransferase
PGC: primordial germ cell
DEHP: di-2-(ethylhexyl) phthalate
DMR: differentially methylated region
hmC: hydroxymethyl cytosine
LC/MS: liquid chromatography–tandem mass spectrometry
BisPCR2: multiplex loci-specific bisulfite sequencing
DMC: differentially methylated CpG
TSS: transcriptional start site
CGi: CpG island
zfCNE: zebrafish conserved non-genic elements
GREAT: Genomic Regions Enrichment of Annotations Tool
IPA: ingenuity pathway analysis
TGF: transforming growth factor
SSH: slingshot protein phosphatase
SOX: SRY (sex determining region Y)-box
POU: POU domain
PPAR: peroxisome proliferator-activated receptor
RXR: retinoic X receptor
ASCL: achaete-scute family bHLH transcription factor
PAX: paired box
GLI: GLI family zinc finger
KLF: kruppel-like factor
HNF: hepatocyte nuclear factor 4
RRBS: reduced representation bisulfite sequencing
myc: v-myc avian myelocytomatosis viral oncogene homolog
nrp: neuropilin
cbfa: core-binding factor, runt domain
cps: carbamoyl-phosphate synthase
gabr: gamma-aminobutyric acid (GABA) A receptor

# Supplementary material for: Differential DNA methylation at conserved non-genic elements and evidence for transgenerational inheritance following developmental exposure to mono(2-ethylhexyl) phthalate and 5-azacytidine in zebrafish
**Source:** Epigenetics Chromatin. 2017 Apr 12;10:20. doi: 10.1186/s13072-017-0126-4
**Supplement:** Supplementary file 1 — Additional file 1. A Microsoft Word document that contains the additional Tables and Figures as cited in the main text.

Additional file 1:

Table 1: Mapping results RRBS following Bismark alignments and MethylKit analysis

|  |  | Mapping Efficiency | %C in CpG | %C in CHG | %C in CHH | bisulfite conversion efficiency* | Mapped regions | Mapped CpG 10r |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample_844 | Control1 | 60.2 | 77.9 | 1.0 | 0.7 | 99.26 | 120145 | 542585 |
| Sample_845 | Control2 | 59.3 | 77.9 | 1.0 | 0.7 | 99.26 | 150754 | 482559 |
| Sample_846 | Control3 | 59.8 | 77.3 | 1.0 | 0.7 | 99.26 | 152279 | 486403 |
| Sample_847 | Control4 | 58.3 | 76.7 | 1.0 | 0.7 | 99.20 | 157704 | 495952 |
| Sample_848 | Control5 | 59.5 | 77.7 | 1.0 | 0.7 | 99.27 | 143643 | 467583 |
| Sample_849 | MEHP1 | 59.2 | 77.3 | 1.0 | 0.7 | 99.27 | 113306 | 368262 |
| Sample_850 | MEHP2 | 59.5 | 77.9 | 1.0 | 0.7 | 99.27 | 126368 | 417905 |
| Sample_851 | MEHP3 | 59.9 | 77.9 | 1.0 | 0.7 | 99.28 | 139910 | 454898 |
| Sample_852 | MEHP4 | 59.0 | 77.0 | 1.1 | 0.7 | 99.20 | 139808 | 453697 |
| Sample_853 | MEHP5 | 59.3 | 77.3 | 1.0 | 0.7 | 99.19 | 144503 | 466496 |
| Sample_854 | 5AC1 | 59.6 | 77.7 | 1.0 | 0.7 | 99.27 | 143028 | 466040 |
| Sample_855 | 5AC2 | 59.2 | 77.0 | 1.0 | 0.7 | 99.28 | 101961 | 312047 |
| Sample_856 | 5AC3 | 58.4 | 76.7 | 1.0 | 0.7 | 99.21 | 121503 | 403161 |
| Sample_857 | 5AC4 | 58.8 | 76.9 | 1.0 | 0.7 | 99.20 | 133817 | 445084 |
| Sample_858 | 5AC5 | 59.8 | 77.8 | 1.0 | 0.7 | 99.28 | 126292 | 410153 |
| Average |  | 59.3 | 77.4 | 1.0 | 0.7 | 99.25 | 134335 | 444855 |

*Assessed by MethylKit

Table 2: Overview of the total amount of tiles at different features versus the amount of differentially methylated tiles (DMRs). (A) MEHP specific tiles and DMRs. (B) 5AC specific tiles and DMRs. * indicates enrichment outside the analyzed feature

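The table sets the share of DMRs at each kind of feature beside the share of all tiles, and its hypergeometric p is for enrichment at the feature or, where starred, for enrichment elsewhere. For MEHP, 2514 of the tiles tested lie at zfCNEs in the paper's count, and for 5AC 2296. With higher and lower tiles of the authors' deposited table apart, the MEHP enrichment at zfCNEs is 5.60-fold (hypergeometric p = 1.2e-27) and 3.83-fold (hypergeometric p = 1.1e-06).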

| 1. MEHP | Total tiles | DMRs | p hyper |
| --- | --- | --- | --- |
|  | 66896 | 410 |  |
| Promoters | 2547 | 12 | 8.22E-01 |
| Gene bodies | 38906 | 290 | 7.54E-04* |
| CGis | 42147 | 185 | 7.58E-01 |
| CNEs | 2514 | 80 | 1.25E-31 |

| 1. 5AC | Total tiles | DMRs | p hyper |
| --- | --- | --- | --- |
|  | 61455 | 580 |  |
| Promoters | 2357 | 19 | 2.12E-01 |
| Gene bodies | 35624 | 290 | 5.06E-05* |
| CGis | 39288 | 185 | 3.20E-54* |
| CNEs | 2296 | 80 | 5.20E-23 |

Table 3: Primer sequences used for RT QPCR

| **DNMTs** | **Forward** | **Reverse** | **Accession number** |
| --- | --- | --- | --- |
| ef1a | TTGAGAAGAAAATCGGTGGTGCTG | GGAACGGTGTGATTGAGGGAAATTC | NM_131263.1 |
| bactin | CGAGCAGGAGATGGGAAC | CAACGGAAACGCTCATTGC | NM_131031.1 |
| rps18 | CATCCCAGAGAAGTTTCAGCACATC | CGCCTTCCAACACCCTTAATAGC | NM_173234.1 |
| hmbs | GTGTGTGGAATTGGACAACAAAGTG | CGAGGGCTGATGATGAGATATTGC | NM_201154.1 |
| hprt1 | CAGCGATGAGGAGCAAGGTTATG | GTCCATGATGAGCCCGTGAGG | NM_212986.1 |
| dnmt1* | GAGCCTGTGAAGCAGGAGAA | CATGAATGGCACTGCACAGA | NM_131189.2 |
| dnmt3bb.2* | AAACAACGCGCTTCCACG | TTCCATAACCACCACCGTCC | AF135438.1 |
| dnmt3bb.1* | GCGTCAGAAGTATGCGAGGA | GACCTTTCCTAGCAGGGTTGA | AB196915.1 |
| dnmt3bb.3* | GCTCCATCACATCTCAGCCC | CAAATCCGACACCGGCAAAG | XM_009296722.1 |
| dnmt3ab* | AGAAAACCCATTCGCGTCCT | GTGCCCTCGTAGAGACCTTTT | AB196917.1 |
| dnmt3ba* | ATCCGACATCTCTTTGCACC | GTGAAGTGAATTTGCAGAAAGC | AB196918.1 |
| dnmt3aa* | GGACGTATTGTGTCCTGCT | ATCACCAAACCACATGACCC | AB196919.1 |

*sequences taken from Santangeli et al. 2016

Table 4: Primer sequences used for BisPCR2 analysis

|  | | associated gene | Location from TSS | Meth diff (%) | Region for validation | no. CpG | Strand | Ta | Ratio  PCR#2 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CvsMEHP DMC | |  |  |  |  |  |  |  |  |
| Chr2:43611806-43611806 | | nrp1b | 8023 upstream | 25 | Chr2:43611512-43611846 | 6 | -1 | 52 | 2 |
| Primer F | nrp1b_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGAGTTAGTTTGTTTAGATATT | | | | | | |  |
| Primer R | nrp1b_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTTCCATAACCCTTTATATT | | | | | | |  |
| Chr4:53831128-53831128 | | CT583728.4 | 399 upstream | 24 | Chr4:53831094-53831415 | 16 | 1 | 54 | 2 |
| Primer F | CT583728.4_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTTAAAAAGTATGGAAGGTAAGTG | | | | | | |  |
| Primer R | CT583728.4_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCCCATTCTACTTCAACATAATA | | | | | | |  |
| Chr9:39356710-39356710 | | cps1 | 399 upstream | -24 | Chr9:39356640-39356899 | 11 | 1 | 52 | 2 |
| Primer F | cps1_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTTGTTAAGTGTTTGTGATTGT | | | | | | |  |
| Primer R | cps1_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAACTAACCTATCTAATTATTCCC | | | | | | |  |
| Chr12:29105853-29105853 | | Gabrz | 165848 downstream | 25 | Chr12:29105587-29105921 | 13 | -1 | 50 | 2 |
| Primer F | gabrz_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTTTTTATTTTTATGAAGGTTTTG | | | | | | |  |
| Primer R | gabrz_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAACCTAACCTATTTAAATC | | | | | | |  |
| Chr20:43514811-43514811 | | si:dkey-14a7.6 | 1531 upstream | -26 | Chr20:43514527-43514862 | 13 | -1 | 50 | 2 |
| Primer F | si:dkey-14a7.6_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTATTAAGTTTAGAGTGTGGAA | | | | | | |  |
| Primer R | si:dkey-14a7.6_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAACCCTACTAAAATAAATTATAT | | | | | | |  |
| Chr21:20158965-20158965 | | si:dkey-247m21.3 | 34401 upstream | 30 | Chr21:20158921-20159221 | 7 | 1 | 52 | 2 |
| Primer F | si:dkey-247m21.3_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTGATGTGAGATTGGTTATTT  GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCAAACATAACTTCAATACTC | | | | | | |  |
| Primer R | si:dkey-247m21.3_R |  |  |  |  |  |  |  |  |
| Cvs5AC DMC | |  |  |  |  |  |  |  |  |
| Chr2:32025720-32025720 | | mycb | 7318 upstream | 34 | Chr2:32025720-32025720 | 7 | 1 | 54 | 7 |
| Primer F | mycb_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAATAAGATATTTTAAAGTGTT | | | | | | |  |
| Primer R | mycb_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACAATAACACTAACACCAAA | | | | | | |  |
| Chr3:48276633-48276633 | | si:ch211-245b21.1 | 1957 upstream | -30 | Chr3:48276549-48276951 | 12 | -1 | 56 | 2 |
| Primer F | si:ch211-245b21.1_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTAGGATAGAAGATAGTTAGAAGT | | | | | | |  |
| Primer R | si:ch211-245b21.1_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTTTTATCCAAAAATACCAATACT | | | | | | |  |
| Chr6:57641668-57641668 | | cbfa2t2 | 84319 gene body | 32 | Chr6:57641533-57641785 | 14 | 1 | 56 | 7 |
| Primer F | cbfa2t2_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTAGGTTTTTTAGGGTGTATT | | | | | | |  |
| Primer R | cbfa2t2_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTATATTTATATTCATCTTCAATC | | | | | | |  |
| Chr25:36706591-36706591 | | si:dkey-234i14.6 | 8250 gene body | -36 | Chr25:36706556-36706894 | 15 | -1 | 54 | 7 |
| Primer F | si:dkey-234i14.6_F | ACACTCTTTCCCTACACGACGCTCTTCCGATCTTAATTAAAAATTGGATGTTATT | | | | | | |  |
| Primer R | si:dkey-234i14.6_R | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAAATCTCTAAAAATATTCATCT | | | | | | |  |

Figure 1: Average standard deviation of all CpGs analyzed with BisPCR2 within technical replicates. 5AC5 and 5AC6 represent the two different samples that were analyzed for technical variation. Error bars represent SEM.

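Differences between runs were uneven over the loci. At cbfa2t2 the mean absolute difference was 9.93 points in 5AC replicate 5 and 6.04 points in 5AC replicate 6. The next largest were 3.43 points at mycb in replicate 5 and 2.63 points at cps1 in replicate 6. At si:dkey-14a7.2 the runs differed by 0.729 and 1.56 points. The SD of a pair of runs averaged 1.69 and 1.62 points over the CpGs used.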

Figure 2: Calibration curves from BisPCR2 analysis. Calibration curves represent average methylation off all CpG sites on a specific locus.

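Slopes of the locus means against the share of methylated DNA were lowest at si:dkey-234i14.6 (0.339), mycb (0.409) and cbfa2t2 (0.478) and from 0.796 (nrp1b) to 0.905 (si:dkey-247m21.3) at the other 7 loci. At cps1 the readings were 4.75, 27.8, 49.6, 71.8 and 94.5% over the 5 mixtures, the straightest of the loci (r² = 1.00). At cbfa2t2 the 0 and 25% mixtures read alike, 21.7 and 21.4%.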

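By compound, Spearman's rho over the group levels of shared linear CpGs was 0.859 for MEHP (16 pairs at 6 loci, permutation p = 3e-05) and 0.881 for 5AC (12 pairs at 2 loci, permutation p = 3.7e-04). The median absolute difference in the authors' deposited table was 24.6 points for MEHP and 30.6 points for 5AC, and at the same CpGs BisPCR2 gave 4.98 and 19.9 points. RRBS compared 5 and BisPCR2 6 samples of 6 dpf F0 larvae per group, from the 6 DNA pools per group that the paper lists.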

Figure 3: Correlation plot of mutual analyzed CpG sites between RRBS and BisPCR2 analysis. (Spearman correlation = 0.8885, P <0.0001)

Figure 4: Phenotypic effects on swim bladder and gastrointestinal tract in 5-azacytidine (5AC) exposed larvae. Pictures represent individual larvae at 15 dpf.

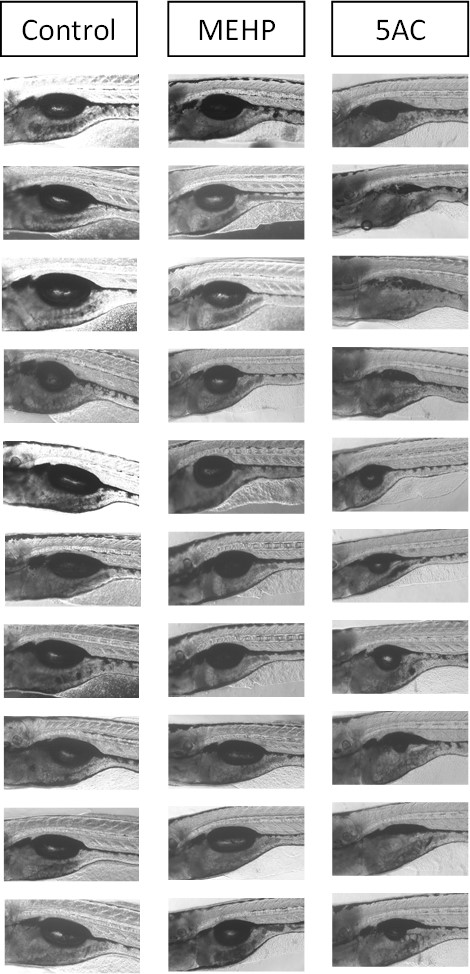

Figure 5: Global methylation analysis of zebrafish larvae exposed to 5-azacytidine (5AC) from 0 to 6 dpf (n=6, Error bars represent 95% CI, ANOVA with Dunnets multiple comparisons P < 0.05).

Figure 6: Cluster analysis (Ward) of DNA methylation after exposure of zebrafish larvae exposed to 10 and 25 µM 5-azacytidine (5AC) from 0 to 6 dpf. Highlighted are clusters that represent dose response relations.

Figure 7: Hierarchical clustering of methylation measured in 10 specific loci in F0 larvae 6 dpf and 15 dpf, and adult (sperm) samples, as well as F1 and F2 larvae (6dpf) (Ward clustering).

# Supplementary material for: Differential DNA methylation at conserved non-genic elements and evidence for transgenerational inheritance following developmental exposure to mono(2-ethylhexyl) phthalate and 5-azacytidine in zebrafish
**Source:** Epigenetics Chromatin. 2017 Apr 12;10:20. doi: 10.1186/s13072-017-0126-4
**Supplement:** Supplementary file 2 — Additional file 2. A Microsoft Word document that contains detailed descriptions of used bioinformatics and the BisPCR2 method.

Differential DNA methylation at conserved non-genic elements and evidence for transgenerational inheritance following developmental exposure to mono(2-ethylhexyl) phthalate and 5-azacytidine in zebrafish

Jorke H Kamstra^1*^, Liana Bastos Sales^2^, Peter Aleström^1^ and Juliette Legler^2 3^

Supplemental methods

Mapping

Sequences were mapped using the genome assembly GRCz10. Trimming was performed with trim_galore (v0.4.0) with the following parameters:

trim_galore --quality 20 --phred64 --paired --three_prime_clip_R1 10 --clip_R2 5 --three_prime_clip_R2 10 --fastqc --rrbs

Mapping of bisulfite converted DNA was performed with Bismark (v0.14.5 [1]), with bowtie2 (v2.2.6). Since standard mapping parameters generated low mapping efficiency (~30%), likely to the difference in strains between the AB strain we used and the assembled tuebingen line from GRCz10, we used slightly relaxed parameters for mapping. This resulted in efficiencies of around 59 % (Additional file 1, table 3). Bismark mapping was performed with the following parameters:

bismark --bowtie2 -N 0 -L 20 --score_min L,0,-0,6

In the final bismark_methylation_extractor C in CpG, CHH and CHG were extracted with the parameter – no_overlap, to ensure that overlapping reads from read 2 were not measured twice in the final analysis.

Analysis with MethylKit [2].

Sorted bismark.sam files were imported in MethylKit with the read.bismark function, only allowing sequence reads with a phred score higher than 20 and minimum 5 reads per CpG. Next, samples were filtered by excluding reads above the 99.9 percentile, since these reads are either mapped against repeat elements or have very high PCR bias.

Two strategies were taken to assess differential methylation. First using MethylKit, differentially methylated regions (DMRs) were found by dividing the genome in regions of 300 bp, with at least 4 Cs analyzed with at least 5 reads, following logistic regression analysis with a sliding linear model for false discovery rate correction (FDR). With this analysis, DMRs were detected using a FDR cut off of 1 % and a methylation difference of at least 10 %. These probes were used for downstream pathway analysis (see additional files 3 and 4). In subsequent analyses the DMR table was imported in the Seqmonk (v0.32, Babraham bioinformatics) genome viewer. The DMRs were mapped against different features (e.g. promoters, gene bodies, CNEs).

To validate RRBS data and search for transgenerational effects with locus specific analysis, a second analysis was performed in Seqmonk (v0.32, Babraham bioinformatics) with the logistic regression filter, by analyzing single CpGs (DMCs) with at least 10 reads, using a FDR cut off of 5 % and a methylation difference of 20 %. These probes were used for validating RRBS data and search for transgenerational effects with loci specific analysis.

Validation set and transgenerational assessment of loci with BisPCR2.

We developed primers for a subset of DMCs. We used the recently developed BisPCR2 method which uses two rounds of PCR [3]. One round is used for amplifying bisulfite converted DNA using primers with Illumina adapter overhangs (PCR#1). In a second PCR all amplicons of one sample are pooled in equal amounts (gel electrophoresis intensity bands) and are subjected to PCR with specific indices and standard Illumina library primers (PCR#2). Bernstein et al reported 48 use of primer indices in their method. We followed the method with slight deviations [3]. First we developed primers using Bisearch (<http://bisearch.enzim.hu/>), added the overhangs and optimized and checked the products with the type-it HRM kit (Qiagen, Germany). We checked the right product size, the Cq value of the product and the efficiency of the PCR with unmethylated to methylated control material. To produce unmethylated DNA, we subjected 50 ng of 6 dpf zebrafish genomic DNA to a whole genome amplification reaction with the repli-G kit (Qiagen, Germany) according to the manufacturer’s recommendations. Furthermore we subjected 1 µg of the same DNA sample to an M.SssI CpG methylase reaction (New England Biolabs, USA) to produce fully methylated DNA using 2 µL of NEB2 buffer, 0.5 µL of 32 mM SAM, 4 U of M.SssI in a 20 µL reaction. After 2 hrs incubation at 37 ºC another 0.5 µL of SAM and 4 U of M.SssI was added to the sample and the mixture was incubated for another 4 hrs. All DNA from controls and experiments were bisulfite converted with the Epitect bisulfite kit according to the manufacturer (Qiagen, Germany) and measured on Nanodrop (ND-1000, Thermo Scientific) in ssDNA mode for an estimation of the concentration. All samples were diluted to 5 ng/µL and control bisulfite converted DNA was mixed in different ratios (0, 25, 50, 75 and 100 %). Type-IT HRM reactions, which is the same family of TAQ as the Pyromark kit (used in the BisPCR2 method), were performed in 10 µL buffer, 700 nM primer mix and 10 ng template in 20 µL reactions. All PCR reactions were performed with a 5 min hot start and cycling condition of 95 ºC for 30 sec, optimized Ta for 30 sec, and extension at 63 ºC for 1 min (45 cycles). The optimized Ta is shown in additional file 1 table 3. Following optimization, the protocol of Bernstein et al was followed using the Pyromark PCR kit (Qiagen, Germany), using optimized annealing temperatures and an extension temperature of 63 ºC, which enhanced Cq values and unbiased the PCR reactions with regard to methylated or unmethylated DNA. PCR#1 reactions were performed with the Pyromark PCR kit (Qiagen, Germany) in 20 µL reactions (10 µL buffer, 700 nM primer mix, 20 ng DNA template) with a 15 min hot start, followed by 45 cycles of 95 ºC 30s, Ta ºC 30s and 63ºC for 1 min and a final extension of 10 min. After all PCR reactions were performed, amplicons were pooled by sample. PCR#1 pools were purified using the Qiagen PCR purification kit (Qiagen, Germany) and concentrations were measured on Nanodrop (ND-1000, Thermo Scientific). PCR#2 reactions were performed with index specific primers in 20 µL reactions consisting of 10 µL pyromark buffer, 700 nM index primer, 700 nM library primer and 1 ng of pooled PCR#1 product, with 15 min hot start, followed by 10 cycles of 95 ºC 30 s, 56 ºC 30 s and 63 ºC for 2 min followed by a final extension of 10 min. PCR#2 samples were purified with AMPure XP beads (Beckman Coulter, USA) according to manufacturer. Concentrations were measured using the Qubit fluorimeter (Life technologies, Norway) and calculated to nM using the formula:

c (nM) =(Qubit conc (ng/µL)*1000000)/(660*average length)

A subset of PCR#2 samples was analyzed on Agilent 2100 bioanalyzer and highly comparable profiles were observed between analyzed samples (data not shown). PCR#2 samples were diluted in equimolar portions to 2 nM and next generation sequencing was performed as described earlier by Bernstein et al [3]. After sequencing the samples were analyzed as described above for RRBS. Differential methylation was calculated using logistic regression with BH FDR multiple comparisons and sites with a difference of more than 10% methylation were considered biologically relevant differences.

Literature

1. Krueger F, Andrews SR. Bismark: A flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics. 2011;27:1571–2.

2. Akalin A, Kormaksson M, Li S, Garrett-Bakelman FE, Figueroa ME, Melnick A, et al. methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol. 2012;13:R87.

3. Bernstein DL, Kameswaran V, Le Lay JE, Sheaffer KL, Kaestner KH. The BisPCR2 method for targeted bisulfite sequencing. Epigenetics Chromatin. 2015;8:27.

How the deposited data were processed for this re-analysis (not part of the article)

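Methylation was not recomputed from reads. The authors' deposited processed values were used throughout: percent methylation per CpG and sample for the targeted loci, methylated and total read counts for F2 larvae, control DNA and repeat runs, and the deposited comparison tables of RRBS tiles and single CpGs with their differences, p-values and q-values. The authors trimmed reads with Trim Galore 0.4.0, aligned them to GRCz10 with Bismark 0.14.5 and Bowtie2, tested RRBS tiles in methylKit 0.9.2 and tested single CpGs separately in SeqMonk by logistic regression. Percent values were checked against the read counts where both were given. Sample groups, tests and most alternatives were fixed before the data were examined.

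Tests ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Per CpG, groups were compared with limma on percent methylation, with at least 3 values per group. F2 was tested with a quasi-binomial logistic F test on the deposited counts with at least 10 reads per CpG and pool. A CpG was called changed at a Benjamini-Hochberg adjusted p under 0.05 over the CpGs of a comparison and a difference over 10 percentage points. Locus means were compared by exact permutation, adjusted over 10 loci, and difference profiles by exact permutation of labels, adjusted over 10 correlations. Overlap with zfCNEs used a hypergeometric test. A locus or CpG was named where it was called, where the paper names it, or where it had the largest value of its comparison. Gene lists were written before the data were examined and counted in the genes GREAT gave in the paper's supplement.

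The CpG tests were tested on simulated data with the spread of each stage, 50 sets with 20 changed CpGs each. A difference of 25 points was called at 89.6% of changed CpGs for 6 dpf F0 with limma, 94.0% for F1, 83.6% for 15 dpf, 74.6% for sperm and 83.6% for F2 with the quasi-binomial model. With fewer changed CpGs these shares can be lower. The correlation test called 7% of simulated pairs with no change and 85% of pairs with a shared change.

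Alternatives tried were exact permutation per CpG, the logit scale, percent rescaled by the control DNA, 1 fit over all groups of a stage, no minimum difference, a replicate block, at least 100 reads, pooled logistic regression of reads, limma and medians for loci, Spearman's rho, locus means, removal of each locus, other clustering methods and removal of each sample. Left out were the 4 CpGs that the paper excluded as not linear in control DNA. For 2 of them no percent methylation was given in the control DNA, so this could not be checked. RRBS methylation per sample was not used here. Enrichment of gene lists was not tested, because the genes GREAT could assign are not listed.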

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

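All tests of explanations in this part, and the splits of samples into other groups, were chosen after the results were seen. They concern a sequence variant, unequal shares of families, fish that differ without exposure, chance shares of such fish, unequal amplification and the exposure itself. For chance shares of fish in pools, the first bound used gave another verdict and was replaced, because it took fish of both ages to vary equally.

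A sample lay far from the others of its group (Dixon's test) in 26 of 160 groups of locus means, where chance gives about 1 in 20 groups, or 8. Of these, 6 were at cbfa2t2 and 4 at gabrz. At 6 dpf F0 they were MEHP replicate 5 at nrp1b (70.8%) and cbfa2t2 (71.8%), control replicate 5 at si:ch211-245b21.1 (93.8%), 5AC 10 µM replicate 1 at CT583728.4 (84.1%) and si:dkey-234i14.6 (78.2%), 5AC 10 µM replicate 3 (37.3%) and control replicate 2 (78.1%) at cbfa2t2, MEHP replicate 1 at cps1 (61.1%), control replicate 1 at si:dkey-247m21.3 (66.4%) and MEHP replicate 4 at si:dkey-234i14.6 (84.7%). At 15 dpf they were 5AC replicate 5 at si:ch211-245b21.1 (80.0%), control replicate 3 at CT583728.4 (79.8%) and MEHP replicate 3 at si:dkey-14a7.2 (51.0%). In F0 sperm they were MEHP replicate 1 at nrp1b (71.5%) and gabrz (94.1%), 5AC replicate 2 at cbfa2t2 (17.7%), gabrz (92.1%) and si:dkey-247m21.3 (94.8%), and control replicate 5 at gabrz (82.9%). In F1 they were 5AC replicate 5 at mycb (23.4%), control replicate 1 at nrp1b (52.3%) and gabrz (40.6%), MEHP replicate 5 at cbfa2t2 (18.3%), MEHP replicate 2 at si:dkey-14a7.2 (66.5%) and control replicate 3 at si:dkey-234i14.6 (86.3%). In F2 it was 5AC replicate 1 at cbfa2t2 (30.7%).

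The 5AC difference from control was not the same at each stage. Against 6 dpf F0 it was lower at 15 dpf at gabrz by -3.22 points (limma interaction adjusted p = 0.0327) and at si:dkey-247m21.3 by -2.22 points (adjusted p = 0.0357), and at gabrz-CpG11 by -4.34 points. In F2 it was higher than in F0 at si:dkey-14a7.2 by 6.12 points (limma interaction adjusted p = 0.00417), and at its CpG1 by 7.71, CpG3 by 9.56, CpG4 by 7.19, CpG9 by 12.8 and CpG10 by 14.0 points. The decrease of F0 (-6.09 points over the locus) was thus not seen in the F2 mean, with 59.3 ± 1.22% after 5AC and 59.3 ± 1.41% in controls (SD, n = 5 pools). F1 larvae read 56.7 ± 1.55 and 58.0 ± 2.95% (n = 5). A signal the paper does not discuss is the lower methylation after 5AC at 15 dpf at gabrz (-1.66 points) and si:dkey-247m21.3 (-1.92 points), but each call was kept in only 2 of 14 alternatives, with adjusted p up to 0.329 and 0.287. All 15 dpf larvae of a treatment came from a single tank, so differences at this stage, and from it to 6 dpf, may be those of tanks.

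Differences at single CpGs in several generations may reflect a sequence variant that removes the CpG in part of the alleles. In fully methylated control DNA the named CpGs, with cps1-CpG10 taken for the paper's CpG11, fell short of other CpGs of their locus by a median of 15.9 points (permutation p = 3e-04). Unequal shares of families in the pools could carry such variants into groups. Values of 6 named CpGs were signed by the direction of their 5AC difference. So signed, CpGs of different loci varied together within groups (mean r = 0.150 over 54 pools, permutation p = 0.003). Since the signs come from 5AC, this cannot tell family shares from an uneven response of pools to exposure. Change did not grow with the dose of 5AC (-1.55 points from 10 to 25 µM, exact permutation p = 0.411), which cannot tell for or against the exposure. The DNA sequence itself was not analysed here.

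Higher cbfa2t2 methylation in exposed larvae could come from fish that differ at this locus without exposure, since sperm of control fish spanned 98.6 points. Chance shares of such fish in pools are undecided, as the SD at 15 dpf, in pools of 2 larvae, was 0.617 times that at 6 dpf (permutation p = 0.192). The exposure itself is also undecided, with 11.0 points more at 25 than at 10 µM 5AC (exact permutation p = 0.0823). Repeat runs of 5AC replicates 5 and 6 differed at cbfa2t2 CpGs by a mean of 9.93 and 6.04 points. The part of run error in the group differences was not tested.

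Lower si:dkey-14a7.2 methylation after 5AC in F0 larvae is unlikely to be a sequence variant at single CpGs, since 9 of 10 CpGs were lower at each step of dose. Unequal amplification stays open, since rescaling by control DNA can only enlarge the difference at 25 µM (to -15.7 points) and so does not test it. The further -7.35 points from 10 to 25 µM (exact permutation p = 0.00216) are consistent with an effect of the exposure. Family shares at this locus and the mix of cell types were not tested.

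The samples were also split 100 times into groups of the same size, the real split among them. At 25 µM 5AC, 23 CpGs were changed and no other split gave more than 1. For the 4 CpGs changed at both doses the highest other split was 0. For 4 changed CpGs at 10 µM 5AC, 2 of 100 splits were as large, the real one among them, and the other gave 11. The 11 could reflect a structure of the samples, though CpGs of a locus move together and no structure was tested. Without 5AC 10 µM replicate 3, the count at 10 µM and that at both doses were each 0. The splits do not exclude chance for any of these counts. With 100 splits, a share under 1 in 100 cannot be shown. The loci were also chosen for RRBS differences in F0 larvae. The paper lists 6 DNA pools per group at 6 dpf F0, with 5 used in RRBS and 6 in BisPCR2. The same pools thus recur here, for 25 µM 5AC the controls only. Splits of the same pools do not undo such a choice. For counts of 0 the splits decide nothing, since any split is as large (100 of 100). The highest other split was 1 for F0 MEHP, 3 and 2 at 15 dpf for MEHP and 5AC, 2 and 11 in sperm, 8 and 5 in F1, 3 and 7 in F2, 1 for 25 against 10 µM and 0 for CpGs changed in all generations for either compound.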

How the results depend on the processing

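The removal of control 2 and MEHP 5 together and the removal of values left blank in the percent table were chosen after the data were seen, and the other alternatives were set before the data were examined. No result that passed its test reversed its direction. Weak results did change sign, among them the correlation of MEHP differences in F0 and F2, -0.00867 without cbfa2t2, and that of 5AC differences at 6 and 15 dpf, -0.0971 by Spearman's rho. Over single loci, 120 results had 1800 values under alternatives, of which 1748 kept their side of the threshold, 33 were weaker and 19 stronger. Over summary results, 218 of 263 values under other alternatives stayed the same, 5 were weaker, 1 was stronger and 39 moved. Where a sample was left out, 502 of 566 values stayed the same, 12 were weaker, 7 stronger and 45 moved. The cause was not tested unless stated.

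The lower methylation at si:dkey-14a7.2 held in 16 of 16 alternatives at both doses of 5AC and between them, and cps1 at 25 µM in 16 of 16. Higher nrp1b at 10 µM held in 7 of 16, and gabrz and si:dkey-247m21.3 at 15 dpf in 2 of 14. cbfa2t2 at 25 µM passed in 5 of 16.

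For 6 dpf F0 5AC 10 µM, 4 CpGs were changed, against 2 with all groups of the stage in one fit, 2 by exact permutation per CpG, 17 with no minimum difference and 19 without control 2 and MEHP 5 together. Leaving out 1 sample gave 0 (without 5AC replicate 3) to 19 (without control replicate 2). For 25 µM, 23 were changed, against 12 by exact permutation, with 16 to 27 when 1 sample was left out. For CpGs changed at both doses, 4 became 17 with no minimum difference, and 0 (without 5AC 10 µM replicate 3) to 18 (without control replicate 2). From 10 to 25 µM, 0 became 2 with calibrated percent, 7 with no minimum difference and up to 4 without 5AC 25 µM replicate 2. The cause was not tested.

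For F1 after 5AC, 0 became 1 on the logit scale. In F2, pooled logistic regression of reads gave 11 for MEHP and 20 for 5AC where 0 were changed, because it takes reads and not pools as replicates. The logit scale and calibrated percent were not run for the F2 counts model. Leaving out 1 sample gave 0 to 2 at 15 dpf after 5AC (2 without 5AC replicate 3), 0 to 2 in F1 after MEHP (2 without MEHP replicate 1) and 0 to 1 in F2 after 5AC (1 without 5AC replicate 2). For 5AC, 0 CpGs changed in F0, F1 and F2 became 4 when the same direction in all 3 and a change in at least 1 was enough.

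Loci with a changed mean at 10 µM 5AC numbered 2, against 4 with calibrated percent and 1 with the median over CpGs, and 1 (without 5AC replicate 2) to 4 (without control replicate 2). At 25 µM, 2 became 4 with calibrated percent and 2 to 5 (without control replicate 2). At 15 dpf after 5AC, 2 became 0 by limma over the loci and 0 with the median over CpGs, and 0 to 2 when 1 sample was left out. Between the doses, 1 became 1 to 2 (2 without 5AC 25 µM replicate 2). The cause was not tested.

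In the fits with a replicate block, changed CpGs were 0 at 10 µM 5AC, 11 at 25 µM, 0 at both doses, 1 at 15 dpf after 5AC and 1 in F2 after 5AC, and 1 locus was changed at 15 dpf (limma). No pairing by replicate number was seen, as the median r between samples of the same number was -0.0926 at 6 dpf F0, -0.0228 at 15 dpf, -0.134 in sperm, -0.0891 in F1 and -0.0275 in F2. Single pairs ran from -0.914 to 0.632 at 6 dpf F0 and from -0.815 to 0.743 in sperm. A small shared effect thus cannot be excluded.

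The correlation of MEHP differences at 6 and 15 dpf became 0.662 without cbfa2t2 (exact permutation adjusted p = 0.0347, against 0.739 by Spearman's rho and 0.917 over locus means). For 5AC, F0 with F1 was 0.491 by Spearman's rho and 0.786 over locus means, F0 with F2 0.455 and 0.920, and F1 with F2 0.848 over locus means, none past the threshold. Over locus means only 10 loci enter. When 1 sample was left out, MEHP gave 0.468 to 0.723 for F0 with F1, 0.137 to 0.644 for F0 with F2, 0.410 to 0.688 for F1 with F2, -0.187 to 0.370 for 6 with 15 dpf and -0.729 to -0.138 for larvae with sperm. For 5AC the same ranges were 0.700 to 0.831, 0.852 to 0.907, 0.652 to 0.809, -0.202 to 0.376 and 0.776 to 0.925. The side of the threshold changed in 11 of 24 fits for 5AC larvae with sperm, in 6 for MEHP F1 with F2 and in 1 each for MEHP F0 with F1 and 5AC F0 with F2.

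The cluster of 3 MEHP profiles grew to 7 with correlation distance, 9 without cbfa2t2 and 4 without CT583728.4, cps1 or si:dkey-234i14.6, where 5AC in F1 joined it. The cluster of 5AC in F0 and F2 grew from 3 to 9 without cbfa2t2, and that of 15 dpf and MEHP sperm from 3 to 10. The cluster of 3 group means at 15 dpf grew to 5 with correlation distance, 9 without cbfa2t2, 5 without gabrz, 5 without si:ch211-245b21.1, 6 without si:dkey-14a7.2 and 4 without nrp1b, CT583728.4 or si:dkey-234i14.6.

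Of the RRBS tiles in the authors' deposited table, 118 for MEHP and 203 for 5AC remain over 15 points, 30 and 52 over 20 points, and 212 and 360 at q under 0.001. Of the tiles shared by both compounds, 12 are over 15 points in both. These counts are lower because fewer tiles meet a stricter limit.

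Depth limits the counts of F2 at single pools only, where 14 reads at nrp1b and 19 at mycb were the lowest. For F0, F1, 15 dpf and sperm the depth is unknown, so its part in the spread was not tested.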

Differences from the paper's values

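The hypergeometric p at zfCNEs is 1.25e-31 for MEHP and 5.20e-23 for 5AC in the paper's supplement, and 2.5e-32 and 2.6e-24 here. The supplement's table counts 80 tiles at zfCNEs for each compound, and the paper's lists used here give 78 and 81. Subsets of the tiles (q under 0.001, over 15 points, higher alone or lower alone) gave hypergeometric p from 1.2e-27 to 1.1e-06 for MEHP. For 5AC they gave 1.8e-15 to 7.0e-10. These subsets hold fewer tiles, so they do not bear on the gap to the paper's values.

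Spearman's rho between RRBS and BisPCR2 levels is 0.889 in the paper and 0.800 here over both compounds. A correlation is counted as different when the gap exceeds its standard error. With MEHP alone (0.859) or 5AC alone (0.881) the gap is smaller than that, with fewer pairs and so a wider error, and with Pearson's r (0.800) it is not. The paper's correlation uses 49 CpGs, and 14 are shared here.

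Loci changed over generations number 2 for MEHP in the paper and 0 here. The values still differ under all alternatives, which are a change in at least 2 generations, the same direction with a change in at least 1, no minimum difference and the replicate block. For 5AC the paper gives 6 loci and here 0 were found. With the same direction in all 3 generations and a change in at least 1, 4 loci are found, which is within 1.5 times of the paper's count but without cbfa2t2 and si:dkey-234i14.6, while the other alternatives give 0. The paper's logistic regression takes reads as replicates, and the tests here take pools, which in F1 and F2 are not independently exposed lines. The authors' own lists of called CpGs give 2 loci for MEHP and 6 for 5AC in at least 2 generations. For MEHP these are cbfa2t2 and si:ch211-245b21.1, with only cbfa2t2 in all 3 generations, while the paper's text names cbfa2t2 and CT583728.4. Pooled logistic regression of reads gives 11 and 20 CpGs in F2, as many as the authors called within the 99 tested CpGs (12 and 22 in all).

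The paper's statement that MEHP raised cbfa2t2 methylation over generations, and that it lowered it at 15 dpf and in sperm, is not settled by the tests used here. The differences were 6.85, 11.6 and 10.7 points in F0, F1 and F2, -6.81 at 15 dpf and -15.7 in sperm, on the paper's side each time, with limma adjusted p over the loci of 0.741, 0.185, 0.573, 0.643 and 0.685. With 5 against 5 pools the adjusted exact test cannot be passed by a single locus. Its statements of changes that recur at single CpGs after 5AC are not settled either. No CpG was changed in 2 or more generations by limma, while si:ch211-245b21.1-CpG3 differed by -14.8, -13.3 and -26.1 points in F0, F1 and F2 (exact permutation p = 0.00794 in F1 and in F2). Against the same controls MEHP gave -16.2 points at this CpG in F1 (exact permutation p = 0.00794) and -11.9 in F2 (exact permutation p = 0.310, lowest MEHP pool 50.9%).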

Other observations

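In the authors' deposited table, 60 tiles are listed for both compounds, and 57 of them have the same direction (42 higher and 15 lower). Both comparisons use the same 5 control samples, which favors such overlap without any effect, and the overlap was not tested. They are 10.3% of the 5AC tiles in the authors' deposited table.

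Both compounds were compared with the same controls. Across CpGs with a value in each sample (99 at 6 dpf F0 and 15 dpf, 76 in sperm, 94 in F1 and 90 in F2), the correlation of MEHP with 5AC differences was 0.831 at 6 dpf F0, 0.661 at 15 dpf, -0.774 in sperm, 0.610 in F1 and 0.823 in F2. Simulation with shared controls and no effect gave a mean of 0.483, 0.482, 0.474, 0.479 and 0.489. Of the simulated values 95% lay from -0.358 to 0.937, -0.0458 to 0.828, -0.618 to 0.962, -0.0368 to 0.822 and -0.0653 to 0.846, so only the value in sperm lies outside, and the share as high as observed was 0.196, 0.254, 0.995, 0.310 and 0.042. With the controls divided between the compounds the mean was 0.358, 0.191, -0.694, 0.294 and 0.496.

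All CpGs changed here were also called by the authors, 4 of 4 at 10 µM and 23 of 23 at 25 µM 5AC, where the authors called 20 and 28 of the 99 tested CpGs (22 and 29 in all). Both use the same values and a cut of 10 points, and the test over pools is the stricter. Such overlap is thus largely built in.

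In sperm, 33.9% of values at the CpGs the paper names, with cps1-CpG10 taken for its CpG11, lay between 30 and 70%, against 13.3% at the 44 other CpGs of the same loci.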
